# Rapid profiling of transcription factor–cofactor interaction networks reveals principles of epigenetic regulation

**DOI:** 10.1093/nar/gkae706

**Published:** 2024-08-21

**Authors:** Melissa M Inge, Rebekah Miller, Heather Hook, David Bray, Jessica L Keenan, Rose Zhao, Thomas D Gilmore, Trevor Siggers

## Abstract

Transcription factor (TF)–cofactor (COF) interactions define dynamic, cell-specific networks that govern gene expression; however, these networks are understudied due to a lack of methods for high-throughput profiling of DNA-bound TF–COF complexes. Here, we describe the Cofactor Recruitment (CoRec) method for rapid profiling of cell-specific TF–COF complexes. We define a lysine acetyltransferase (KAT)–TF network in resting and stimulated T cells. We find promiscuous recruitment of KATs for many TFs and that 35% of KAT–TF interactions are condition specific. KAT–TF interactions identify NF-κB as a primary regulator of acutely induced histone 3 lysine 27 acetylation (H3K27ac). Finally, we find that heterotypic clustering of CBP/P300-recruiting TFs is a strong predictor of total promoter H3K27ac. Our data support clustering of TF sites that broadly recruit KATs as a mechanism for widespread co-occurring histone acetylation marks. CoRec can be readily applied to different cell systems and provides a powerful approach to define TF–COF networks impacting chromatin state and gene regulation.

## Introduction

Gene expression is coordinated by transcription factor (TF) binding to *cis-*regulatory elements (CREs) throughout the genome (1,2). TF function is subsequently carried out by the recruitment of cofactors (COFs) that are not classical DNA-binding TFs (2) but are recruited to DNA by protein–protein interactions (PPIs) with DNA-bound TFs to modulate transcription. COFs perform diverse functions related to gene regulation, including modifying histones, remodeling chromatin and interacting with the transcriptional machinery (1,3–6). TF–COF interactions can be cell type specific (7,8), can change in response to different signals (9–13) and can be altered in a range of diseases (7,14,15). As such, TF–COF interactions define a dynamic network that governs gene regulation in the cell. Nevertheless, despite their central role in coordinating cellular responses, there is surprisingly limited information about cell-specific TF–COF networks, due primarily to a lack of methods for high-throughput profiling of TF–COF complexes.

Multiple high-throughput methods exist for assaying PPIs; however, each has features that complicate their use for rapid profiling of cell-specific, DNA-bound TF–COF complexes. The yeast two-hybrid assay (16–18) is widely used to profile pairwise PPIs but is unable to evaluate cell-type-specific interactions as the experiments are performed in yeast. Protein-affixed arrays provide an alternative approach to screen for PPIs, but the need to deposit purified proteins onto a microarray complicates measurement of interactions that require cell-specific, post-translational modifications (19). Proximity labeling (20,21), affinity purification followed by mass spectrometry (22–26) and mammalian two-hybrid (27) approaches all provide the ability to profile PPIs in a cell-specific context. However, these approaches all require cloning protein tags or enzymes onto target proteins and expressing them uniformly in mammalian cells, which hinders their use for rapid profiling of factors in different cellular contexts. A final complication with these available approaches, with the exception of proximity labeling, is that they do not assay PPIs in the presence of DNA and therefore will miss TF–COF interactions that require TFs to be in a DNA-bound conformation, which can occur for regulatory complexes (28,29).

In this work, we describe the Cofactor Recruitment (CoRec) approach for rapid profiling of cell-specific, DNA-bound TF–COF complexes. CoRec builds upon our recent work applying the protein-binding microarray (PBM) technology to study TF–COF complexes present in cell nuclear extracts (30–32). We use CoRec to profile cell-specific TF–COF interactions for different classes of COF. In addition, we use CoRec to examine lysine acetyltransferase (KAT)–TF interaction networks in resting and stimulated T cells and determine how these networks relate to mechanisms of epigenetic regulation. We demonstrate that profiling KAT–TF interactions can identify both constitutive and stimulus-dependent TF activators whose DNA binding sites correlate with histone acetylation levels genome-wide. We identify many KAT–TF interactions that have not been previously reported, suggesting that TF interactions with many COFs are understudied. Finally, we identify promiscuous KAT interactions with many TF families and show that heterotypic clusters of binding sites for KAT-recruiting TFs predict differential promoter acetylation.

## Materials and methods

### Cell culture

SUDHL4 (CRL-2957), Jurkat E6-1 (TIB-152) and HEK293 (CRL-1573) cells were obtained from ATCC. SUDHL4 and Jurkat cells were grown in suspension RPMI 1640 GlutaMAX media (Thermo Fisher Scientific, catalog # 72400120) with 10% heat-inactivated fetal bovine serum (FBS; Thermo Fisher Scientific, catalog # 132903) and Jurkat cells’ medium was also supplemented with 1 mM sodium pyruvate (Thermo Fisher Scientific, catalog # 16140071). Cells were grown at 37°C with 5% CO_2_. T175 (CELLTREAT, catalog # 229530) nontreated flasks were used when culturing SUDHL4 and Jurkat cells for experiments. HEK293 cells were grown in low-glucose Dulbecco’s modified Eagle medium (Cytiva, catalog # SH30021) supplemented with 10% FBS at 37°C with 5% CO_2_. HEK293 cells were grown in cell culture treated T225 flasks (CELLTREAT, catalog # 229371) for experiments.

Jurkat cells intended to be stimulated as well as paired untreated cells were plated at 1 × 10^6^ cells/ml 2 h prior to stimulation. To stimulate selected cells, soluble anti-CD28, -CD3 and -CD2 (ImmunoCult™ Human CD3/CD28/CD2 T Cell Activator, catalog # 10970) were added to media at manufacturer’s recommended 25 μl/ml. Cells were agitated slightly and placed back in the incubator for 45 min. After 45 min, both the untreated and stimulated cells were processed for either nuclear extraction or chromatin immunoprecipitation followed by sequencing (ChIP-seq).

### Nuclear extraction

The nuclear extract protocols are based on the well-established Dignam and Roeder procedure (33) and implemented as previously described (30,32) with modifications detailed below. Approximately 100 million cells were harvested for each nuclear extraction protocol. To harvest suspension cells, the cells were collected in a falcon tube and placed on ice. Suspension cells were pelleted by centrifugation at 500 × *g* for 5 min at 4°C. Supernatant was collected and cell pellets were resuspended in 10 ml of 1× phosphate-buffered saline (PBS) with protease inhibitor and pelleted again at 500 × *g* for 5 min at 4°C and PBS wash was aspirated leaving behind the cell pellet. To collect HEK293 cells for nuclear extraction, medium was aspirated from the flask and 10 ml of warmed 1× PBS was used to gently wash the cells. PBS was aspirated off and 10 ml of ice-cold 1× PBS with protease inhibitor was added to the flasks. A cell scraper was used to lift the HEK293 cells from the flask and cells were collected in a falcon tube and put on ice. Collected cells were pelleted at 500 × *g* for 5 min at 4°C before PBS was aspirated. All remaining steps were performed the same between suspension and HEK293 cells. To lyse the plasma membrane, the cells were resuspended in 1.5 ml of Buffer A [10 mM HEPES, pH 7.9, 1.5 mM MgCl, 10 mM KCl, 0.1 mM protease inhibitor, phosphatase inhibitor (Santa Cruz Biotechnology, catalog # sc-45044), 0.5 mM dithiothreitol (DTT; Sigma–Aldrich, catalog # 4315)] and incubated for 10 min on ice. After the 10-min incubation, Igepal detergent (final concentration of 0.1%) was added to the cell and Buffer A mixture and vortexed for 10 s. To separate the cytosolic fraction from the nuclei, the sample was centrifuged at 500 × *g* for 5 min at 4°C to pellet the nuclei. The cytosolic fraction was collected into a separate microcentrifuge tube. The pelleted nuclei were then resuspended in 100 μl Buffer C [20 mM HEPES, pH 7.9, 25% glycerol, 1.5 mM MgCl, 0.2 mM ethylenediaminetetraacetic acid (EDTA), 0.1 mM protease inhibitor, phosphatase inhibitor, 0.5 mM DTT and 420 mM NaCl] and then vortexed for 30 s. To extract the nuclear proteins (i.e. the nuclear extract), the nuclei were incubated in Buffer C for 1 h while mixing at 4°C. To separate the nuclear extract from the nuclear debris, the mixture was centrifuged at 21 000 × *g* for 20 min at 4°C. The nuclear extract was collected in a separate microcentrifuge tube and flash frozen using liquid nitrogen. Nuclear extracts were stored at −80°C.

### CoRec experiments

Microarray DNA double-stranded and PBM protocols are as previously described (30,32,34,35). Any changes to the previously published protocols are detailed. Double-stranded microarrays were pre-wetted in HBS (20 mM HEPES, 150 mM NaCl) containing 0.01% Triton X-100 for 5 min and then de-wetted in an HBS bath. Next, the array was incubated with a mixture of the binding reaction buffer [20 mM HEPES, pH 7.9, 100 mM NaCl, 1 mM DTT, 0.2 mg/ml bovine serum albumin, 0.02% Triton X-100, 0.4 mg/ml salmon testes DNA (Sigma–Aldrich, catalog # D7656)] and nuclear extract for 1 h in the dark. The array was then rinsed in an HBS bath containing 0.05% Tween 20 and subsequently de-wetted in an HBS bath. After the protein incubation, the array was incubated for 20 min in the dark with 20 μg/ml primary antibody for the COF of interest (Supplementary Table S1) diluted in 2% milk in HBS. After the primary antibody incubation, the array was rinsed in an HBS bath containing 0.1% Tween 20 and de-wetted in an HBS bath. Microarrays were then incubated for 20 min with 20 μg/ml of either Alexa 488 or Alexa 647 conjugated secondary antibody (Supplementary Table S1) diluted in 2% milk in HBS. The array was rinsed in an HBS bath containing 0.05% Tween 20 and then placed in a Coplin jar containing 0.05% Tween 20 in HBS. The array was agitated in solution in a Coplin jar at 125 rpm on an orbital shaker for 3 min and then placed in a new Coplin jar with 0.05% Tween 20 in HBS to repeat the washing step. It was then placed in a Coplin jar containing HBS and washed for 2 min as described above. After the washes, the array was de-wetted in an HBS bath. Microarrays were scanned with a GenePix 4400A scanner and fluorescence was quantified using GenePix Pro 7.2. Replicate fluorescence image scans highlighting reproducibility are provided (Supplementary Figure S1). Exported fluorescence data were normalized with MicroArray LINEar Regression (113). Analysis of normalized CoRec microarray data was performed using the publicly available CoRec analysis package (https://github.com/Siggers-Lab/CoRec).

### CoRec microarray design

Nonredundant TF binding position weight matrix (PWM) models from the JASPAR 2018 core vertebrate set were obtained using the JASPAR 2018 R Bioconductor package. The 452 human models were collapsed into consensus sequences and filtered for equivalence based on nucleotide identity and relative sequence length (cutoff >0.9). Sequence length filter was used to ensure that composite site models for two TFs (e.g. A + B) and half-site models (e.g. A or B) were both included in the final design. Filtering led to a final set of 346 TF models to be included in the final design. These 346 models represent ∼65% of human TFs based on comparison against human motifs in the CIS-BP database (36) (motif comparison *P*-value <0.0005 using TomTom; MEME Suite version 5.3.3) (37–39). TF consensus binding sites were embedded within a 34-nt DNA probe sequence attached to a 24-nt common primer sequence. For all 346 consensus sequences, DNA probes corresponding to each possible single-nucleotide variant (SV) sequence were also included on the microarray. The 60-nt probe sequences were organized as follows: 2-nt GC cap + 34-nt binding site (TF site or SV probe) + 24-nt common primer. Two hundred sixty-one background target DNA probes were included in the design to estimate background fluorescence intensities in the experiments. Background probe sequences were randomly selected from the human genome (hg38).

### CoRec motif generation and motif strength

Log-transformed PBM fluorescence values (median fluorescence over five replicate probes) were normalized against background fluorescence levels to yield a *z*-score that quantifies binding to each probe sequence:

\begin{equation*}z = \frac{{f - {{\mu }_{{\rm bg}}}}}{{\sigma_{\rm bg}}},\end{equation*}

where *f* is the log fluorescence value of the probe, *μ*_bg_ is the mean background log fluorescence value and *σ*_bg_ is the standard deviation of the background log fluorescence values. COF binding specificity to each consensus + SV probe set was modeled using a Δ*z*-score binding motif that captures the change in binding for every SV substitution across the consensus binding site. Δ*z*-score motifs are defined as

\begin{equation*}\Delta {{z}_{ik}} = {{z}_{ik}}-{{\mu }_i},\end{equation*}

where *z_ik_* is the *z*-score for nucleotide variant *k* at position *i* of the motif and *μ_i_* is the median *z*-score for all nucleotide variants at position *i*. The Δ*z*-score binding motif is akin to a binding energy matrix that quantifies the impact of nucleotide variants to the total binding energy. COF binding strength is quantified using a *motif strength* score based on the median *z*-score of the 10 top-scoring probes (∼15% of probes) contributing to the motif (i.e. for this consensus + SV probe set) (Supplementary Files S1 and S2). We found that quantifying motif strength over a subset of top-scoring probes was more robust than using only the top-scoring probe or the seed probe.

To allow for motif comparison to published PWM-type TF binding models, the Δ*z*-score motifs were also transformed into position probability matrices (PPMs) using a Boltzmann distribution formalism and the calculated motif strength (MS) (Supplementary Files S3 and S4):

\begin{equation*}{{P}_{ik}} = \frac{{{{{\rm e}}^{\beta {{z}_{ik}}}}}}{{\mathop \sum \nolimits_{k = 1}^4 {{{\rm e}}^{\beta {{z}_{ik}}}}}}.\end{equation*}

*β* is calculated as follows for each individual CoRec motif:

- *β* = 4, if MS ≤ 0.
- *β* = 4 − (0.5 × MS), if 0 < MS< 6.
- *β* = 1, if MS ≥ 6.

The adaptive *β* function addresses the fact that the *z*-score change with nucleotide variants is dependent on overall binding strength quantified by the motif score. To account for this, *β* values are scaled based on the motif score. Various functional forms were tried and gave comparable results.

The fluorescence value for each spot (i.e. cluster of many thousands of identical DNA molecules) is an aggregate measurement of all protein complexes that recruit the target COF. Given that our motifs match well to canonical TF binding motifs, we interpret the motifs as indicating simple TF–COF complexes. However, we cannot rule out the possibility of higher order complexes bridging across multiple DNA molecules. Additionally, we cannot rule out the possibility that complexes are stabilized by free DNA ends. However, we report only high-affinity binding that is supported by motifs that match known TF binding motifs.

### TF motif cluster generation

Motif clusters were generated using a set of 946 human TF binding models from the JASPAR 2022 (37) CORE database. Pairwise motif comparison was performed using TomTom (MEME Suite version 5.3.3) (37–39) with default settings. The distance between two motifs was defined as max(15 + log_10_(*P*-value), 0) using the TomTom returned *P*-values. Initial motif clusters were created using agglomerative clustering with the complete linkage method (i.e. clusters were combined based on the maximal distance between two motifs from the different clusters). Clusters were then manually curated to account for the canonical TF families represented (Supplementary File S5). For integration with publicly available PPI datasets, we mapped individual human TFs to our TF motif clusters. To do this, we mapped 6445 human TF motifs in the CIS-BP database to our TF motif clusters. CIS-BP motifs were assigned to their best match (*P*-value <0.0005, TomTom default settings). At this stringency, 65% of ∼1200 human TFs can be assigned to TF motif clusters (Supplementary File S5).

### Matching COF motifs to TF binding motifs

To infer the identity of TFs recruiting each COF, CoRec motifs were matched to databases of TF binding motifs. All data presented in the main section of this paper are presented at the summarized level, after passing all quality, replicate and condition filters. *Motif quality filter*: First, we filtered out low-quality CoRec motifs by requiring that the motif strength be above 0.4 (i.e. MS > 0.4) and the minimum average information content (averaged over windows of five consecutive positions) be above 1.0. *Replicate filter*: Second, we identified reproducible motifs by combining replicate experiments. We found that requiring replicate motifs match the same reference motif, or group of similar motifs, to be considered replicated could overestimate differences in our data since small differences in nucleotide frequencies can alter motif matching. Therefore, we used a more direct Euclidean distance (ED) metric computed between replicate PPM motifs to determine whether they were consistent. To be considered replicated, we required an ED < 0.4 between motifs derived from the same consensus + SV probes. If more than two replicates were present, motifs were considered replicated if the ED < 0.4 between at least two consensus + SV probes from that replicate set. CoRec motifs meeting these thresholds were then each compared to the set of 946 reference motifs using the memes Bioconductor R package (version 1.2.5), an R wrapper of the MEME Suite (version 5.3.3) (37). Comparisons were done with the run_tomtom() function using ED and requiring a minimum overlap of five nucleotides between the target and query motifs (dist = ‘ed’, min_overlap = 5). Matches were considered significant if the adjusted *P*-value was <0.01. Adjusted *P*-values were calculated by TomTom (38,39) as the raw *P*-value multiplied by the number of motifs in the reference library. Critically, replicate CoRec motifs were assigned to a motif cluster according to the single replicate motif with the lowest TomTom adjusted *P*-values (i.e. based on the best match). *Condition filter*: When comparing across cell types or stimulation conditions, again we require that motifs meet our replicate filtering criteria and then use an additional ED metric to determine whether binding is replicated *across conditions*. We then assign the motif *groups* (i.e. across replicates and conditions) to single motif cluster according to a best-match criterion. For *across-condition* or cell-type comparisons, we require that at least one replicate motif from condition 1 (or cell type 1) matches one replicate motif from condition 2 (or cell type 2) with ED < 0.25. If this criterion is met, we annotate the motifs as conserved across the conditions (Supplementary Files S6 and S7).

### RNA-seq, proteomic and PPI analyses

*RNA-seq analyses*: To examine gene expression values in resting Jurkat and SUDHL4 cells, RNA sequencing (RNA-seq) data were obtained from the DepMap consortium (40). To examine induced gene expression in T-cell receptor (TCR)/CD28-activated Jurkat T cells, we used data from (41). Differential expression analysis was performed using edgeR package (release 3.18) (42). Preprocessed expected count profiles for each cell type were used as input, with filters for 100 reads required for each gene and a bcv value set to 0.2. Genes with log_2_(FC) > 2 or log_2_(FC) < −2 (FC = fold change) were determined to be differentially expressed (Supplementary File S8). *Proteomic analyses*: To examine protein levels across cell types, normalized relative protein expression levels for resting Jurkat and SUDHL4 cells were obtained from the DepMap consortium and used as provided (43). Proteins with log_2_(FC) > 2 or log_2_(FC) < −2 were determined to be differentially expressed between the cell lines (Supplementary File S9). *PPI analyses*: To compare our CoRec-defined interactions with PPI data from public databases, individual TF–COF interactions in PPI databases were mapped onto TF motif cluster annotations using 6445 human TF motifs in CIS-BP (described above). Using this mapping, we could compare COF interactions with TF motif clusters across PPI and CoRec datasets.

### ChIP-seq experiments

Jurkat cells in complete growth medium at a concentration of 1 × 10^6^ cells/ml were collected in a conical tube. For each sample, 4 × 10^7^ cells were cross-linked with 1% formaldehyde (final concentration) (Thermo Fisher, catalog # 033314.AP) for 10 min at room temperature (RT) with gentle rotation. Cross-linking was stopped by adding 125 mM final concentration of glycine solution in PBS and cells were rotated at RT for 5 min. Fixed cells were pelleted at 1000 × *g* for 10 min at 4°C and washed twice with 14 ml of ice-cold PBS and pelleted at 1000 × *g* for 10 min at 4°C each time. Washed cell pellet was resuspended in 1 ml of ice-cold PBS and transferred to a 1.5-ml lo-bind DNA tube (Eppendorf, catalog # 022431005) and centrifuged at 2400 × *g* for 5 min at 4°C and flash frozen with liquid nitrogen and stored at −80°C for later use.

Soluble chromatin was prepared as previously described (44) with some modifications (outlined below). Frozen cell pellets were thawed and resuspended in 1.2 ml of lysis buffer 1 (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% Igepal, 0.25% Triton X-100, 0.1 mM protease inhibitor), nutated for 15 min at 4°C and pelleted at 10 000 × *g* for 5 min at 4°C.

The same procedure was repeated with lysis buffer 2 (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA (ethylene glycol tetraacetic acid), 10 mM Tris–HCl, 0.1 mM protease inhibitor) at RT followed by pelleting at 10 000 × *g* for 5 min at 4°C. Pellets were washed with 400 μl of sonication buffer [0.1% sodium dodecyl sulfate (SDS) in TE (Tris-EDTA)] and then resuspended in 1.4 ml of sonication buffer. Resuspensions were then split into two 1.5-ml lo-bind DNA tubes for sonication (each tube with 700 μl of liquid). During sonication, each tube was placed in a 1.5-ml microcentrifuge tube placed in Benchtop 1.5-ml Tube Cooler (Active Motif, catalog # 53076). The nuclei were sonicated using an Active Motif Q120AM sonicator with a 2-mm probe (Active Motif, catalog # 53056) at 40% amplitude for 40 min with 30 s ON and 30 s OFF cycles (80 cycles total). Cell debris was pelleted at 21 000 × *g* for 10 min at 4°C. Soluble chromatin was transferred to a new 1.5-ml lo-bind DNA tube, and 300 μl of sonication buffer was added along with additional reagent to create RIPA buffer (150 mM NaCl, 0.1% sodium deoxycholate, 1% Triton X-100, 5% glycerol). Thirty microliters of the combined soluble chromatin was saved to be checked for chromatin shearing upon reverse cross-linking via 1.5% agarose gel and Bioanalyzer 2100 using the DNA High Sensitivity Kit (Agilent, catalog # 5067-4626). The rest of the soluble chromatin mixture was mixed by end-over-end agitation for 10 min at 4°C and then flash frozen and stored at −80°C.

For immunoprecipitation, each chromatin sample was thawed on ice 2 h prior to experiment and precleared with 20 μl of washed Protein A/G dynabeads via incubation for 1 h on a rocking platform at 4°C. Precleared chromatin was separated from beads via spin at 12 000 × *g* for 10 min at 4°C and supernatant was transferred to new 1.5-ml lo-bind DNA tubes.

DNA concentration was then measured via the Qubit dsDNA HS Assay Kit (Invitrogen, catalog # Q32851). For immunoprecipitation, 25 μg of precleared chromatin and 3 μg rabbit polyclonal anti-H3K27ac antibody (Abcam, ab4729) were mixed together and nutated overnight at 4°C. The next day 14.5 μl of washed Protein A dynabeads were added to each sample and the mixture was nutated for 4 h at 4°C. After 4 h, samples were placed on the magnet and supernatant was gently removed. Seven hundred microliters of wash buffer 1 (150 mM NaCl, RIPA buffer) was added to the sample and nutated for 15 min before samples were placed on magnet and supernatant was removed. This process was repeated for wash buffer 2 (400 mM NaCl, RIPA buffer), wash buffer 3 (TE, 250 mM LiCl, 0.5% sodium deoxycholate, 0.5% NP-40) and wash buffer 4 (TE, 0.02% Triton). After removing wash buffer 4, beads were resuspended in elution buffer (TE, 250 mM NaCl, 0.3% SDS) supplemented with 0.8 U of Proteinase K and moved to 0.2-ml polymerase chain reaction tubes. The samples were then uncross-linked in the thermocycler at 42°C for 30 min, 65°C for 5 h and 15°C for 10 min. ChIP DNA was then purified using the Qiagen MinElute Reaction Cleanup Kit (catalog # 28204) and eluted in 12 μl of 1× TE buffer. Sample concentrations were measured via Qubit and library preparation was performed using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, catalog # E76455S) following the provider’s instruction manual. Amplified libraries were bioanalyzed again to check the library preparation success. Samples were pooled by molarity and sequencing on NovaSeq 6000-S4 to obtain ∼35–40 million reads per sample.

### ChIP-seq analysis

Raw sequencing reads were trimmed with Trimmomatic v0.36 (SLIDINGWINDOW:4:20 MINLEN:20) (45). Trimmed reads were then aligned to the human genome (GRCh38, Ensembl release 102) (46) using Bowtie2 v2.4.2 (--very-sensitive-local -X 2000) (47). Histone 3 lysine 27 acetylation (H3K27ac) peaks were identified separately for resting and TCR-stimulated Jurkat cells using Genrich v0.6 (-r -y -a 100-E human_excluded_regions.bed, human_scaffolds_chrM.bed) (https://github.com/jsh58/Genrich). The human_excluded_regions.bed file was downloaded from the ENCODE project (accession number ENCFF356LFX). The human_scaffolds_chrM.bed file contains the coordinates of the human genome scaffolds and the full mitochondrial chromosome. Reproducible peaks were identified using Genrich’s automatic collective peak calling approach to combine replicates. Replicates were also analyzed separately for downstream DiffBind analysis.

To determine differential peaks’ H3K27ac between the untreated and the TCR-stimulated samples, we use the R Bioconductor package DiffBind (release 3.4.11). Replicate bam read and peak files were used as inputs. Samples were normalized and differential peaks were called using defaults with comparison being called between the treatment groups. DiffBind calculated log(FC) and false discovery rate (FDR) values were used to determine differential peaks between the two sets of samples. All DiffBind H3K27ac peaks were linked to genes using R package ChIPseeker (v1.30.3) (48) using GRCh38, Ensembl release 102 (46) and Bioconductor org.Hs.eg.db (v3.8.2) with tssRegion determined as −3000 to 3000 (default setting). If a gene had multiple peaks in which some changed and some did not, it was called an induced or reduced gene and was filtered out of the ‘no change’ group. NF-κB target gene list was used from https://www.bu.edu/nf-kb/gene-resources/target-genes/.

### Motif analysis

Motifs were identified in genomic regions (e.g. H3K27ac peaks or gene promoters) using FIMO (--max-strand) (version 5.3.3) (37,38). Regions were scored using −log_10_(*P*-value) of the single best occurrence of each motif. If a sequence had no occurrences of a given motif with a *P*-value ≤1e−5, the sequence was assigned a score of 0 for that motif. To assign scores to TF motif clusters (as opposed to single motifs), all motifs associated with the TF cluster were evaluated and the maximum motif score was used. Motif enrichment between sets of genomic elements (e.g. promoters with induced acetylation relative to unchanged promoters) was quantified using the two-sided Wilcoxon rank-sum test.

For motif analyses of gene promoters, we defined promoters as the region from 500 bp upstream to 100 bp downstream of the transcription start site (TSS) for a protein coding gene (GRCh38, Ensembl release 102). Alternative TSSs were not considered. Acetylated promoters were defined as induced if they overlapped DiffBind regions [log_2_(FC) ≥ 1.5] or as unchanged if they overlapped DiffBind regions [log_2_(FC) ≤ 0.1]. Promoter acetylation level was defined as the maximum Genrich score [i.e. −log_10_(*P*-value)] for any overlapping H3K27ac ChIP-seq peak from either condition. Unacetylated promoters were identified as promoters that overlapped an ATAC-seq peak but not an H3K27ac peak. ATAC-seq peaks were defined using publicly available data in resting Jurkat cells [Gene Expression Omnibus (GEO) accession number GSM4706085] and identified using Genrich v0.6 with ATAC-seq mode enabled (-j). Promoters that were unacetylated in both conditions were assigned an acetylation score of 0.

## Results

### CoRec is an array-based method to profile cell-specific TF–COF interactions

To examine TF–COF networks in different cell types and stimulus conditions, we have developed the CoRec method to profile TF–COF complexes present in cell nuclear extracts. The CoRec approach is built upon the PBM technology for the high-throughput measurement of protein–DNA binding (34,49,50) and extends work from our lab using PBMs to analyze the DNA binding of TF–COF complexes from cell extracts (30–32). In CoRec, we apply nuclear extracts to a DNA microarray and profile the recruitment of a target COF to thousands of customized DNA sequences representing different TF binding sites. We infer the identity of the TFs involved in COF recruitment based on the pattern of DNA sites to which the COF is recruited. Therefore, many TF–COF complexes can be characterized simultaneously, providing a rapid and high-throughput assay to identify TF–COF complexes functioning in a cell.

Briefly, nuclear extracts are applied to a double-stranded DNA microarray, and DNA-bound COFs are labeled using fluorescently labeled antibodies (Figure 1A). The CoRec microarray contains consensus binding sites that span the DNA binding site specificity of ∼65% of human TFs, allowing us to profile COF recruitment by the majority of human TFs (see the ‘Materials and methods’ section). Critically, for each of the 346 consensus binding sites we also include all SV sites on the microarray, defining 346 consensus + SV probe sets on the array (Figure 1B). By profiling the differential recruitment of each COF to the consensus + SV probe sets, we can define COF ‘recruitment motifs’ that can be matched against large motif databases [e.g. CIS-BP (36) and JASPAR (51)] to infer the identity of interacting TFs at the level of TF family (31,32) (Figure 1C and D). The CoRec approach is inherently multiplexed as COF recruitment to all 346 TF sites is assayed in parallel. Eight individual COFs can be profiled per microarray, allowing thousands of potential TF–COF complexes to be profiled in a single experiment.

**Figure 1.**
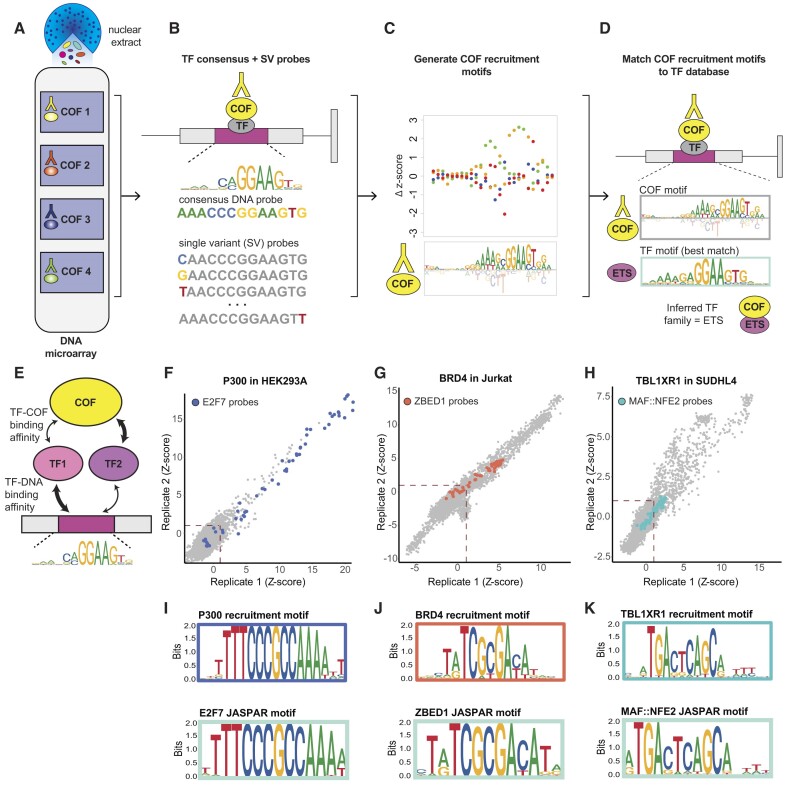
CoRec is an array-based method to profile cell-specific TF–COF interactions. Overview of the CoRec method: (**A**) Nuclear extract from cell type of interest is applied to DNA microarray. (**B**) Microarray contains 346 sets of consensus DNA probes (canonical TF binding site) and all SV probes. (**C**) COF recruitment to all consensus + SV probe sets is used to determine COF recruitment motifs. (**D**) COF recruitment motifs are matched to TF DNA binding motifs to infer TF identities. (**E**) Schematic illustrating that multiple TFs with different COF interaction strengths may contribute to COF recruitment on the microarray. (**F**–**H**) Comparison of replicate experiments for three COFs profiled in three cell types. COF recruitment is quantified using microarray fluorescence-based *z*-scores. Consensus + SV probes associated with select TFs are highlighted. (**I**–**K**) COF recruitment motifs corresponding to consensus + SV probes highlighted in each scatter plot are shown along with best-match TF motifs from the JASPAR database.

COF recruitment to each motif is quantified by a *motif strength* calculated from the PBM fluorescence intensities for each consensus + SV probe set. The motif strength depends on TF concentration, TF–DNA binding affinity and TF–COF interaction affinity (Figure 1E). As such, motif strength provides an aggregate measure of COF recruitment by all TFs in the cell that bind to a given DNA motif. For example, the ETS motif strength quantifies the aggregate ability of the ETS family members present in the extract to bind that motif and recruit a given COF. Consequently, the CoRec-defined motif strength represents a cell-specific recruitment activity for individual TF DNA binding site motifs.

To evaluate the applicability and reproducibility of CoRec, we performed experiments for the COFs P300 (acetyltransferase), BRD4 (scaffold protein) and TBL1XR1 (subunit of NCOR/SMRT repressor complexes) using extracts from three different cell lines: HEK293 (embryonic adrenal precursor cells) (52), Jurkat (T-cell leukemia cells) and SUDHL4 (B-cell lymphoma cells). Replicate experiments showed excellent agreement in the COF recruitment to all consensus and SV probes (Figure 1F–H). The measured COF recruitment strength is quantified by a *z*-score based on the probe fluorescence values (see the ‘Materials and methods’ section). To demonstrate the sensitivity of CoRec in quantifying differential COF recruitment to DNA variants across a range of binding strengths, we highlight COF recruitment to consensus + SV probe sets derived from motifs for E2F7, ZBED1 and MAF:NFE2 (heterodimer) (Figure 1F–H). Despite the wide range of *z*-scores across the indicated probe sets, the COF recruitment motifs are in excellent agreement with published TF motifs (Figure 1I–K) and allow us to infer the identity of TF–COF complexes binding with different strengths across a range of DNA sites (Figure 1E). These results demonstrate that CoRec is a robust method to investigate a broad range of TF–COF complexes present in cell extracts.

### CoRec identifies cell-specific TF–COF interaction networks

To evaluate our ability to define cell-specific TF–COF interaction networks, we examined recruitment of the COFs P300, BRD4 and TBL1XR1 to our full CoRec microarray using extracts from three cell types. The TF–COF interaction network is represented as a heatmap indicating significant matches of COF motifs to TF motifs (Figure 2A; see the ‘Materials and methods’ section). A heatmap with individual replicates is provided to highlight reproducibility (Supplementary Figure S2). As many TFs bind DNA with similar sequence specificity, we collapsed TFs into 184 TF specificity ‘clusters’ based on the similarity of their known binding motifs (Supplementary File S5; see the ‘Materials and methods’ section). Many TF clusters correspond to conventional TF families (e.g. *NFKB_REL* cluster); however, some TF families were split or combined based on motif similarity (e.g. *MYBL_OVOL* is a combined cluster). The intensity of each cell in the heatmap corresponds to the maximum COF motif strength for that TF cluster and represents how strongly a COF is recruited to DNA by TFs in that cluster.

**Figure 2.**
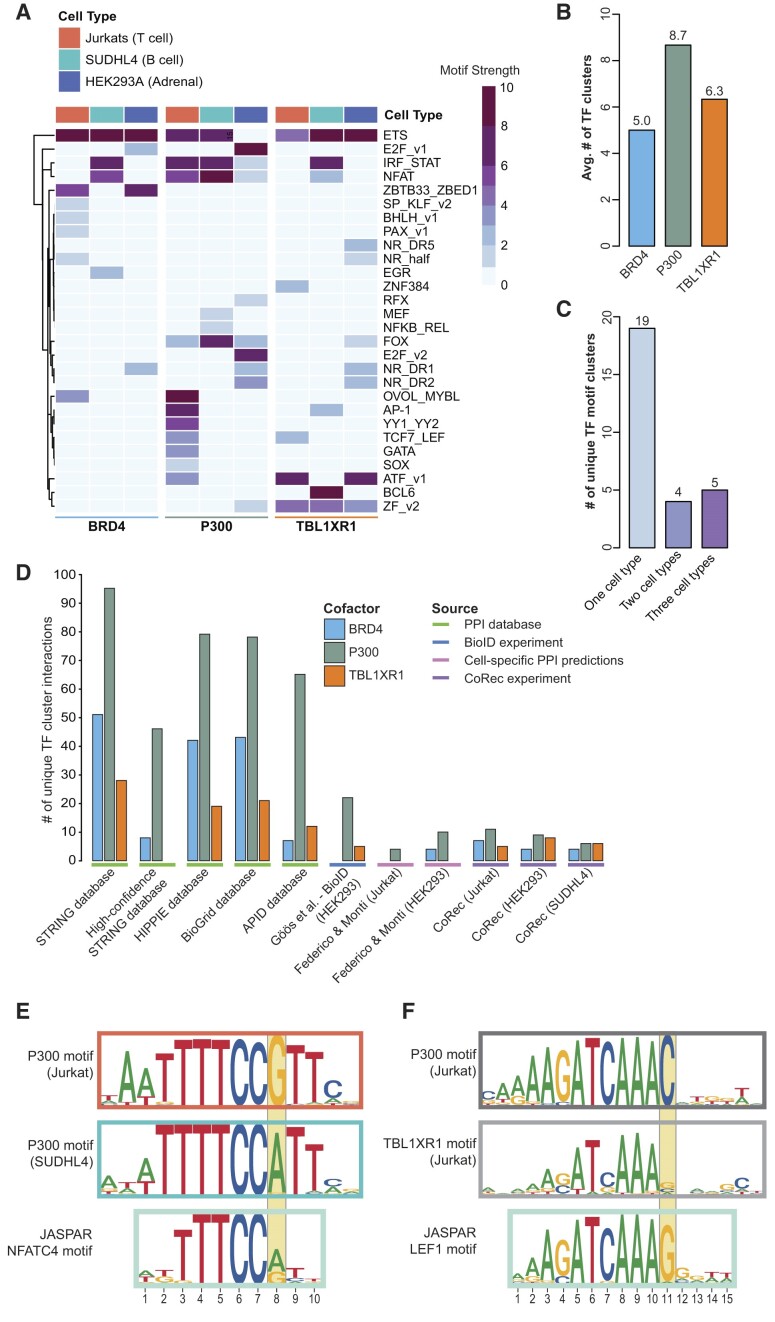
CoRec identifies cell-specific TF–COF interaction networks. (**A**) Heatmap illustrating CoRec TF–COF interaction data. Columns indicate COFs profiled in each experiment. Rows indicate TF motif clusters recruiting each COF. Heatmap cells indicate the maximum motif strength of COF motifs matching each TF cluster. (**B**) Average number of TF clusters identified for COF. (**C**) Number of unique TF clusters identified in CoRec experiments for different cell types. (**D**) Number of TF clusters identified for COFs in public PPI databases, individual studies and CoRec experiments. (**E**) Comparison of P300 recruitment motifs that matched the NFAT motif cluster found in Jurkat (top) and SUDHL4 (middle), and a representative NFAT motif from JASPAR. (**F**) Comparison of P300 (top) and TBL1XR1 (middle) recruitment motifs in Jurkat that matched the TCF7_LEF motif cluster, and a representative TCF/LEF family motif from JASPAR.

We identified 28 distinct TF clusters that recruit the three COFs (P300, BRD4 and TBL1XR1) across the three cell types. Comparing the average number of TF clusters per COF, we find the most diverse recruitment for P300 (8.7 clusters), then TBL1XR1 (6.3 clusters) and finally BRD4 (5.0 clusters) (Figure 2B). P300 is a broad transcriptional activator with defined subdomains that interact with a variety of TFs (53,54). It has been suggested that P300 must interact with multiple TFs to stabilize its own binding at chromatin, and thus interacting with a large number of TFs may be necessary for P300’s function (55). While BRD4 can directly interact with TFs, contributing to site-specific recruitment, it also contains two bromodomains that bind acetylated histones (56,57). As our assay involves short (60-bp) unchromatinized DNA probes, it is of note that BRD4 has the lowest average number of recruitment clusters, consistent with a model in which BRD4 recruitment *in vivo* is mediated by interactions with both TFs and chromatin.

To determine whether the number of CoRec-defined TF–COF interactions is comparable to other approaches, we compared our results to published PPI datasets (Figure 2D). To evaluate TF–COF interactions in a single cell type, we first examined data from cell-specific PPI predictions (58) and proximity labeling approaches (59). We find comparable numbers of TF interactions per COF between CoRec (average of 6.3 clusters per COF) and these published approaches [average of 3 and 9 clusters per COF for cell-specific PPI predictions (58) and BioID (59), respectively]. To understand how our approach compared to larger datasets, we examined the number of TF–COF interactions reported for each COF in public PPI databases [STRING (v12.0, physical subnetwork) (60), HIPPIE (v2.3) (61), BioGrid (release 4.4.221) (62) and APID (version: March 2021) (63)] (Figure 2D). These databases aggregate PPI data measured using different approaches (e.g. yeast two-hybrid, co-immunoprecipitation, etc.) and cell types. As expected, the number of PPIs reported for each COF in the databases is higher than the number of CoRec-detected interactions given their broad inclusion criteria. However, it was surprising that our CoRec data for TBL1XR1 in only three cell types captured half of the reported interactions in the largest database (14 clusters from CoRec, 28 in STRING), suggesting that interactions in TBL1XR1 are undersampled in existing databases. Despite the large number of PPIs currently represented in the public databases, 26% (12/46) of the COF–TF cluster interactions we identified have not been previously reported (Supplementary Figure S3A). Specifically, we identified five unreported interactions each for TBL1XR1 and BRD4, which have the fewest reported interactions in the databases, and two new TF interactions for P300.

Of the 28 TF clusters that recruit the three COFs, we found that 68% (19/28) were observed in only one cell type, 14% (4/28) were found in two cell types and 18% (5/28) were observed across all three cell types (Figure 2C). The most broadly recruiting TF cluster is the *ETS* cluster, which recruits multiple COFs in all three cell types. ETS TFs comprise a large family with 28 members in humans (64). ETS factors regulate housekeeping genes in a number of cell types (65,66). Further, they can bind redundantly to regulate housekeeping genes and genes that are constitutively expressed at high levels (65,67,68). Examining the STRING PPI database, we find that the *ETS* cluster has the most interactions (718 individual ETS–COF interactions) of any of our reported TF clusters, supporting their broad COF interaction ability. Our data suggest that promiscuous COF recruitment across cell types is a feature of the *ETS* cluster and that more generally this may be a feature of TFs that regulate constitutively expressed genes.

In contrast to the broadly acting TF clusters, cell-type-specific interactions can highlight cell-specific TF functions. For example, the *MEF* and *BCL6* clusters are cell type specific and only recruit COFs in SUDHL4 B cells. BCL6 and MEF2B (member of the *MEF* cluster) are both crucial regulators of B-cell development, and changes in their COF interactions have been implicated in diffuse large B-cell lymphoma (DLBCL) (69–72). In our dataset, BCL6 interacts strongly with TBL1XR1. Notably, the BCL6–TBL1XR1 interaction is rarely disrupted in germinal center B-cell DLBCL, the subtype to which SUDHL4 belongs, but is often disrupted in the more aggressive DLBCL subtype known as activated B-cell DLBCL (72). These results support the ability of CoRec to identify functionally relevant TF–COF interactions in a cell-type-specific manner. We further note that because CoRec assays endogenous proteins, it provides a straightforward method to profile the impact of cell-specific mutations on TF–COF interactions and DNA binding, as exemplified by the BCL6–TBL1XR1 interactions in DLBCL subtypes.

### TF–COF binding motifs can differ from canonical TF binding motifs

A central feature of CoRec is that recruitment motifs are determined independently for each COF. Comparison of COF motifs can reveal both COF- and cell-specific differences that suggest additional means for achieving gene regulatory specificity. For example, the *NFAT* cluster recruits P300 in both Jurkat and SUDHL4 cells, but the recruitment motifs differ between the cell types. In Jurkat cells, the P300 recruitment motif reveals a strong preference for a guanine at position 8 (5′-NNTTTCC**G**NN-3′), whereas in SUDHL4 cells there is a strong preference for adenine at this position (5′-NNTTTCC**A**NN-3′) (Figure 2E). NFAT family member motifs appear to have a relatively equal preference for A and G at this position and previous studies have noted NFATC2 binding to both of these types of sequences, albeit with varying affinities (73). Strikingly, in SUDHL4 cells, BRD4 and TBL1XR1 are also recruited to NFAT motifs with the same preference for adenine at position 8, suggesting that it is a cell-type-specific difference (Supplementary Figure S3B).

COF-specific differences within individual cell types were also observed. For example, TBL1XR1 and P300 are recruited to the *TCF7_LEF* cluster in Jurkat cells, but the motifs for each COF differ in distinct ways. For P300, position 11 of the motif shows a distinct preference for cytosine, whereas for TBL1XR1 there is little or no base preference at this position (Figure 2F). In contrast, the *TCF_LEF* cluster member motifs all indicate a strong-to-moderate preference for guanine at this position (represented by the LEF1 motif for illustration). While the weak preference shown for TBL1XR1 may result from differences in motif generation, the strong cytosine preference for P300 suggests an altered specificity for TF–P300 complexes. Cell-specific COF motifs identified by CoRec provide a means to identify additional mechanisms of TF–COF binding specificity.

### Gene expression, protein levels and PPI data do not predict TF–COF interactions

To investigate whether messenger RNA (mRNA) levels, protein levels and PPI data can explain our observed cell-specific TF–COF interaction data, we further analyzed our CoRec results from Jurkat and SUDHL4 cell lines for which we have both RNA-seq and whole proteome mass spectrometry data (40,43). The COFs themselves have similar mRNA and protein levels in both cell types (Supplementary Figure S3C and D), suggesting that cell-specific TF–COF differences are not a result of COF levels. Focusing on the TFs, we identified 16 TF clusters that recruit COFs in only one of the two cell types (Figure 3A), which is statistically significant (2.7 standard deviations above mean) based on random permutations of row labels (Supplementary Figure S4A). We then evaluated whether at least one TF associated with each of the 16 TF clusters was differentially expressed [log_2_(FC) > 2] on the mRNA or protein level, which could explain the observed cell-specific difference in COF recruitment (Figure 3A and Supplementary Files S8 and S9). We found that in 75% (12/16) of the cases, there was at least one TF cluster member that had differential mRNA that might explain the observed COF recruitment differences. Examining proteomic data, we find that 63.5% (10/16) of the differential COF recruitment could be explained by changing TF protein levels. These numbers were not statistically significant based on row permutation testing (Supplementary Figure S4B), suggesting that interaction data are not readily explained by gene and protein levels. Finally, we asked whether PPI data from the STRING database would further support predictions of differential recruitment. Of the cases where altered TF–COF interactions were supported by differential mRNA or protein levels, we found that 50% (8/16) were also supported by PPI data for the relevant COF, highlighting the difficulty in predicting how TF–COF networks may change across cell types.

**Figure 3.**
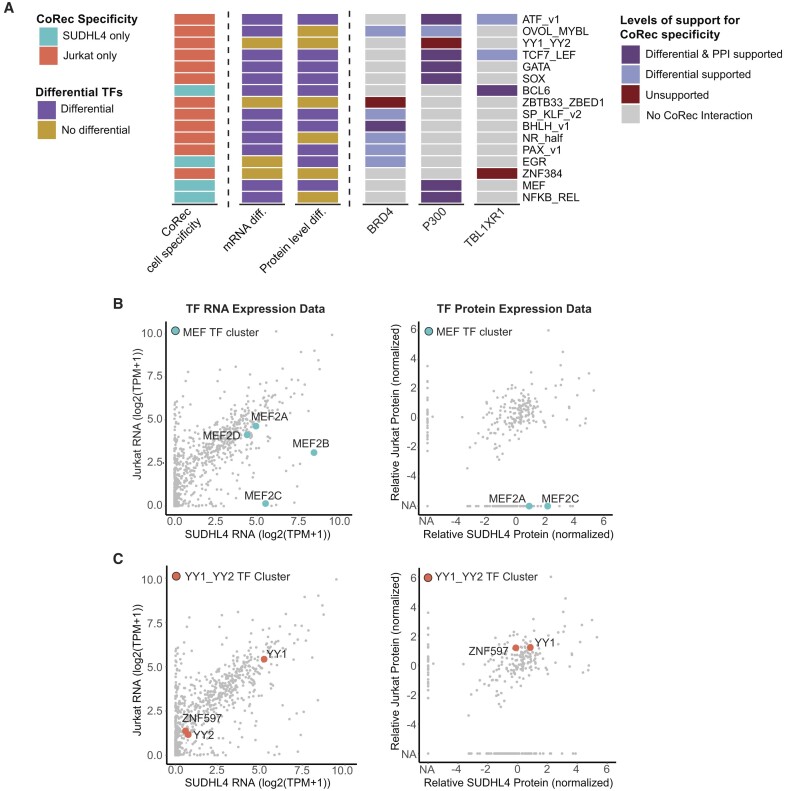
Gene expression, protein levels and PPI data cannot predict cell-specific TF–COF interactions. (**A**) Comparison of CoRec cell specificity to cell-specific mRNA expression, protein levels and PPI data. Column 1: Cell-specific recruitment observed for different TF clusters. Columns 2 and 3: Differential expression or protein levels [log_2_(FC) > 2] for at least one member within each TF cluster that is in the same sense as the cell-specific COF recruitment. Columns 4–6: Levels of support for COF cell specificity. ‘Differential’ indicates support from either differential expression or protein levels. ‘PPI’ indicates that the indicated COF can interact with at least one of the differential TFs for that cluster. (**B**, **C**) Comparison of mRNA expression (left) and protein levels (right) for TFs in Jurkat and SUDHL4 with members of the *MEF* cluster or the *YY1_YY2* cluster highlighted.

Two examples illustrate how we can leverage expression, proteomic and PPI datasets to refine our CoRec measurements and also highlight the importance of cell-specific measurements. The *MEF* cluster recruits P300 in SUDHL4 but not in Jurkat (Figure 2A). Members of the *MEF* cluster are expressed in both cell types, but MEF2B and MEF2C are expressed at higher levels in SUDHL4 (Figure 3B). Examining the protein levels themselves, the trend is even more striking as no *MEF* members are identified in Jurkat, while MEF2A and MEF2C proteins are both detected in SUDHL4. Furthermore, interactions between P300 and both MEF2A and MEF2C have been reported (60); therefore, a plausible scenario is that differences in MEF2 TF levels could explain the observed recruitment differences we see between SUDHL4 and Jurkat. In contrast, *YY1_YY2* recruits P300 in Jurkat but not in SUDHL4; however, TFs in this cluster show no differences in mRNA or protein levels (Figure 3C), suggesting that P300 recruitment is likely regulated by post-translational modifications or other mechanisms that differ between these two cell types. These examples demonstrate the difficulty in explaining (or predicting) differential recruitment data using mRNA, proteomic and existing PPI data, and highlight the need for cell-specific measurements, as afforded by CoRec.

### CoRec identifies cell state-dependent TF–COF interactions

Cell-specific profiling of TF–COF complexes provides a means to examine the TF–COF complexes driving epigenetic changes as cells differentiate and respond to signals. Histone tail acetylation has been correlated with CRE activity and gene expression changes (74–76). Therefore, we sought to determine whether profiling KAT–TF interactions could identify transcriptional activators important for a given biological output. We profiled seven COFs from three main KAT subfamilies (P300/CBP family, GCN5/PCAF family and MYST family) to examine recruitment of KATs in resting and TCR-stimulated Jurkat T cells. As transcriptional changes downstream of TCR signaling have been found to occur in as little as 1 h (77), we examined the early changes in KAT recruitment (45 min post-stimulation) that likely initiate the gene expression response.

We observed 111 TF–COF interactions across the KATs and T-cell conditions, involving 43 unique TF motif clusters (Figure 4A). Of the 111 interactions, 20% (22/111) of the interactions are gained upon T-cell stimulation, 15% (17/111) are lost upon stimulation and 65% are present in both conditions, demonstrating that even at this early 45-min time point, ∼35% of the TF–COF interactions have been altered. All KATs, except GCN5, exhibited changes in TF interactions in response to T-cell signaling at this time point (Figure 4B). Of the KATs that showed signal-induced TF cluster interactions, TIP60 exhibited the largest number of clusters that recruited only in the stimulated condition (eight clusters), while MOF had the fewest (one cluster).

**Figure 4.**
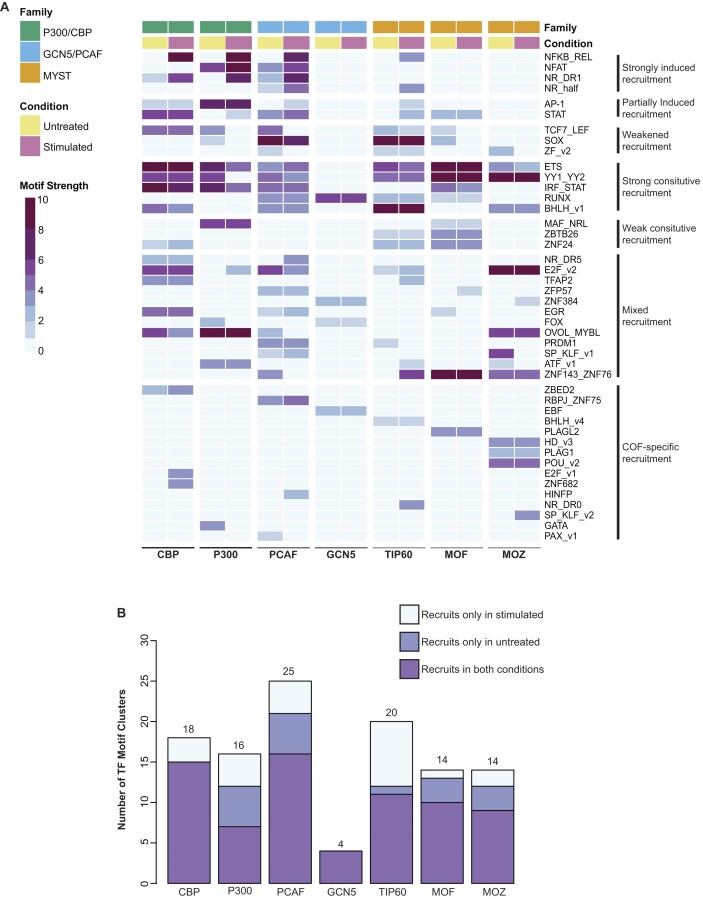
KAT–TF interaction network reveals KAT and TF specificities. (**A**) Heatmap of KAT–TF interaction network. Columns indicate profiled KATs and experimental conditions: untreated Jurkat T cells or 45 min post-TCR stimulation. Rows indicate TF motif clusters recruiting each COF. Heatmap cells indicate the maximum motif strength of COF motifs matching each TF cluster. (**B**) Total number of TF clusters recruiting each KAT and condition specificity.

Outside of simple loss or gain of interactions, we identified several broad categories based on KAT recruitment, including 4 TF clusters with strongly induced recruitment (all recruited KATs have Δmotif strength >1.5), 2 TF clusters with partially induced recruitment (multiple recruited KATs have Δmotif strength >1.5 and constitutive recruitment of other KATs), 3 TF clusters with diminished recruitment (multiple recruited KATs have Δmotif strength <−1.5 and constitutive recruitment of other KATs) and 15 TF clusters with recruitment specific to only one KAT (Figure 4A). Examples of motifs with different motif strengths that match the same TF clusters are provided (Supplementary Figure S5). Comparing the number of KAT-interacting TF clusters to those from cell-specific BioID measurements (HEK293 cells), we observed comparable numbers of interactions, i.e. an average of 15.9 clusters per COF for CoRec versus 11.8 per COF for BioID (Supplementary Figure S6A). The data highlight that even at relatively short stimulation times, we observe large-scale changes in the KAT–TF network of T cells.

### Stimulus-dependent activators recruit multiple KATs

Canonical downstream activators of TCR and CD28 co-receptor signaling involve three major TF pathways: NF-κB, NFAT and AP-1 (78,79). Interactions between KATs and members of these TF families have been reported to contribute to gene activation (60,80–85). To determine whether profiling KAT–TF interactions can identify these TF activators, we identified TF clusters that recruited multiple KATs more strongly after T-cell stimulation (i.e. motif strengths are strictly higher after activation, Δmotif strength >1.5) (Figure 4A). Four TF clusters met this criterion—*NFKB_REL*, *NFAT*, *NR_half* and *NR_DR1*—two of which match the expected canonical TCR pathways (NF-κB and NFAT). The motifs identified for *NFKB_REL* and *NFAT* are consistent with motifs of RelA and NFATC1, regulators known to be activated by TCR/CD28 signaling (Figure 4A). Relaxing our activator selection criteria to allow for both constitutive and induced KAT recruitment, we identified two additional clusters, *AP-1* and *STAT*. The *AP-1* cluster represents the third canonical TCR pathway, and recruits PCAF and TIP60 upon stimulation, but constitutively recruits CBP and P300 (Figure 4A). This differential activator status for AP-1 suggests a more complex KAT interaction landscape than the strict stimulus-induced activators NF-κB and NFAT.

Among our set of strict activators, we also identified two nuclear receptor (NR) TF clusters. The *NR_half* cluster contains motifs defined by a single 5′-AGGTCA-3′-type NR half-site motif, while the *NR_DR1* cluster contains motifs defined by direct repeats of the half-site separated by a one nucleotide spacer (DR1). The NR4A family binds the *NR_half* motifs, and all members of this family have been shown to be rapidly induced upon TCR stimulation, including as early as 30 min post-stimulation (86–88). NR4A1 has also been shown to interact with PCAF (89), and we find an increased recruitment of PCAF to the *NR_half* cluster upon stimulation (Figure 4A). The *NR_DR1* cluster represents motifs bound by a range of type II NRs (90,91). However, peroxisome proliferator-activated receptor (PPAR) TF family binds as heterodimers with retinoid X receptor α (RXRα) to *NR_DR1* cluster motifs (90), and both the PPAR family and RXRα play a role in T-cell activation, regulating cytokine expression and contributing to T-cell survival (92,93). We note that the *NR_half* and *NR_DR1* clusters recruit distinct repertoires of KATs, supporting the conclusion that separate NR complexes bind to each motif. These results demonstrate that profiling KAT interactions can provide a protein-level approach to identify transcriptional activators of cell signaling events.

### Promiscuous KAT recruitment is a feature of transcriptional activators in T cells

KATs catalyze deposition of different repertoires of histone acetylation marks (75,94) (Figure 5A), many of which can facilitate, or are correlated with, enhanced transcription (95,96). Genome-wide maps of H3K27ac and P300 binding are widely used to predict enhancer activity (97–99); therefore, we anticipated that TF activators may interact strongly with P300 (and paralog CBP) following TCR stimulation. However, the simple combination of H3K27ac marks and P300 binding does not identify all enhancers (76,100,101), and recruitment of other KATs (e.g. PCAF, GCN5, TIP60, MOZ and MOF) has been observed at active regulatory elements (74,95,100,102). These observations support a model in which many KATs are recruited to active regulatory elements (95); however, it is not clear whether this is by individual TFs each recruiting separate KATs, by promiscuous KAT recruitment by TFs or by a combination of recruitment by TFs and other chromatin-associated factors (e.g. chromatin marks or other regulatory COFs).

**Figure 5.**
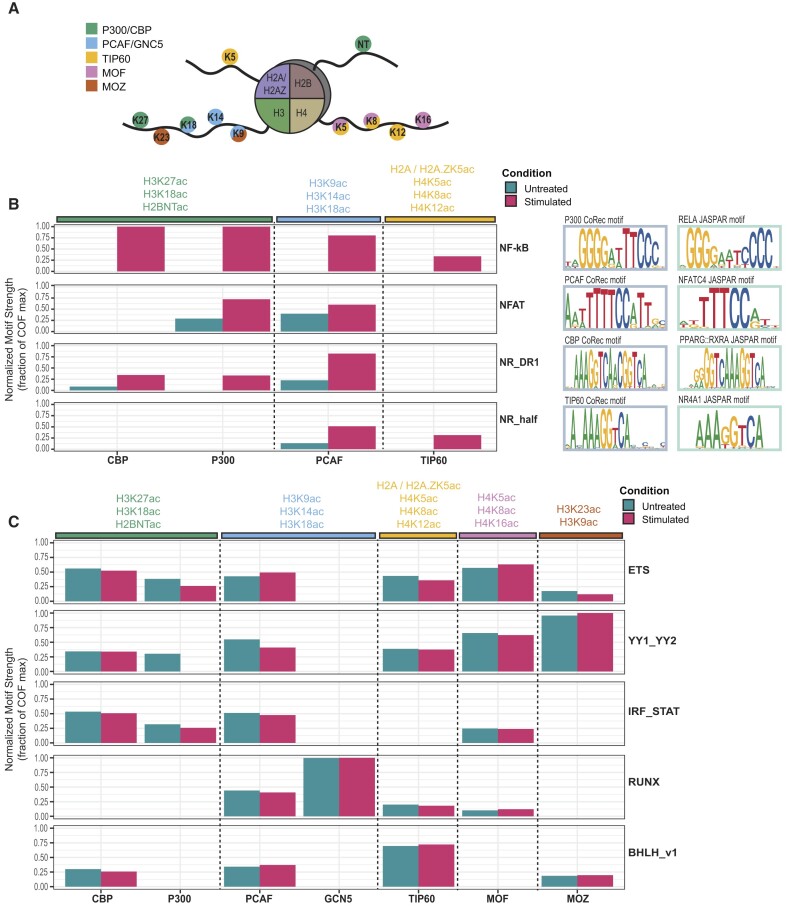
KAT–TF interactions reveal promiscuous KAT recruitment. (**A**) Schematic indicating histone lysine residues acetylated by different KATs. (**B**) COF recruitment of four TF clusters with TCR stimulation-induced recruitment. COF recruitment is quantified by a normalized motif strength relative to the maximum for each KAT. Histone acetylation marks catalyzed by each KAT are indicated. Representative COF motifs matching each TF cluster are shown along with matching TF motifs from JASPAR. (**C**) COF recruitment of constitutively recruiting TF clusters. COF recruitment is quantified as in panel (B).

In light of these findings, we re-examined the KAT recruitment specificity of both stimulus-dependent and constitutive activators. Focusing first on strict stimulus-induced TF activators (*NFKB_REL*, *NFAT*, *NR_DR1*, *NR_half*), we find induced recruitment of paralogs CBP and P300 that deposit H3K27ac, as well as induced recruitment of PCAF and TIP60 that deposit different histone marks (Figure 5B). When also considering AP-1, the other canonical TCR signaling TF pathway, we find that stimulus-enhanced PCAF recruitment was the one common feature across all stimulus-induced TF activators. PCAF is known to deposit H3K9ac and H3K14ac, both marks that have been correlated with active regulatory elements (101). Notably, we did not find a widespread stimulus-dependent increase in recruitment for MOZ, MOF and GCN5 (Figure 4A and B). These observations demonstrate that stimulus-specific TF activators downstream of TCR signaling interact with multiple KATs in a signal-dependent fashion that would predict deposition of a number of histone acetylation marks at activated regulatory elements.

Studies have identified binding of multiple KATs at active transcriptional regulatory elements in resting T cells (74,95). Therefore, we next examined constitutive recruiters in our dataset to assess the repertoires of KATs recruited. We identified five TF clusters that exhibit constitutive, promiscuous recruitment (>4 KATs with motif strength >3 in both conditions): *ETS*, *YY1*, *IRF_STAT*, *RUNX* and *bHLH* (Figure 5C). TFs from these families are known to regulate either housekeeping genes (ETS, YY1) (65,103,104) or genes associated with T-cell functions (ETS, RUNX, bHLH, IRF_STAT) (105–109). For example, IRF1 and IRF4 act as competing pioneer factors in T cells (105), and members of ETS and RUNX were found to occupy the vast majority of accessible chromatin regions in mouse CD4 and CD8 T cells (106). These data demonstrate that broadly acting T-cell activators are associated with, and can be identified by, constitutive KAT recruitment. Furthermore, the observation that KATs are promiscuously recruited to constitutive activators provides a mechanism for the widespread co-occupancy observed for KATs and multiple histone acetylation marks at regulatory elements in T cells (74,110).

### CBP and P300 paralogs exhibit unique KAT recruitment profiles

CBP and P300 are paralogous KATs with homologous TF-interacting domains (111). Despite their sequence homology and co-occupancy at many genomic loci (74), studies have identified functional differences between them (112–114). Strikingly, while we find a number of TFs that recruit both CBP and P300, we find numerous differences in their recruitment profiles. There are 10 TF clusters that recruit both P300 and CBP, 8 that uniquely recruit CBP and 6 that are unique to P300 (Figure 4A). However, even for the 10 shared TF clusters, 6 exhibit different patterns of condition-specific recruitment. For example, the *E2F_v2* cluster recruits CBP in both resting and stimulated Jurkat cells but recruits P300 only in the stimulated condition. TFs in this cluster are implicated in controlling the proliferation of T cells after TCR stimulation and have been shown to recruit both P300 and CBP to activate target genes (115). The interaction data indicate joint recruitment of CBP and P300 upon stimulation, but a CBP-specific role in resting T cells. Overall, our data demonstrate that CBP and P300 exhibit differential recruitment profiles in both resting and TCR-stimulated T cells, providing a possible mechanism for their overlapping yet specific functions.

### KAT–TF interactions highlight ascertainment bias in PPI databases

To evaluate potentially novel KAT–TF interactions in our dataset, we compared our results to PPI data in the STRING database (see the ‘Materials and methods’ section) (60). This database contains both direct and indirect associations between proteins, and includes PPIs determined from experiments as well as computational predictions such as text mining or conserved co-expression (60). Evaluating KAT–TF interactions at the level of TF clusters, we find that 40% (44/111) of our KAT–TF interactions represent previously unreported interactions (Figure 6A). We identified at least one unreported TF cluster interaction for every KAT, except for P300. Strikingly, the majority of interactions with MOF and MOZ were unreported (85.7% and 92.9%, respectively). This was in contrast to P300 and CBP, where most TF cluster interactions had been previously reported (Figure 6B). To evaluate whether the number of novel interactions we find might be explained by the extent to which a KAT has been previously studied, we compared the number of PPIs for each KAT in the STRING database to the percent of known KAT–TF interactions in our data (Figure 6C). We identified a clear relationship (logarithmic fit, adjusted *R*^2^ = 0.92, *P*-value <0.01) that suggests that the number of unreported interactions identified for each KAT is likely a result of ascertainment bias of PPIs reported in the public databases. These data indicate that interactions with certain KATs are understudied, and suggest that similar biases may be true for other COFs.

**Figure 6.**
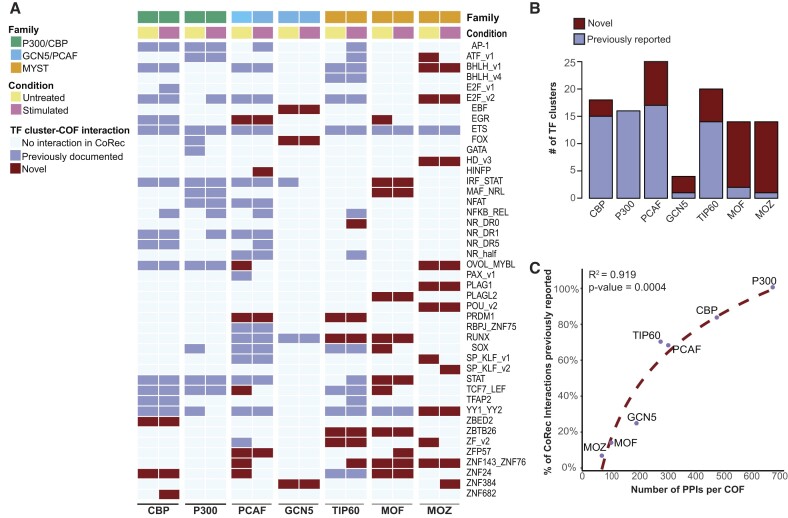
CoRec provides a means to profile TF recruitment of understudied KATs. (**A**) Heatmap indicating novel KAT–TF interactions. Columns indicate profiled KATs and experimental conditions: untreated Jurkat T cells or 45 min post-TCR stimulation. Rows indicate TF motif clusters recruiting each COF. Heatmap cells indicate whether PPIs with each KAT and a member of the TF clusters have been reported in a public PPI database. (**B**) Proportion of KAT–TF cluster interactions that are novel. Interactions annotated as in panel (A). (**C**) Percentage of KAT–TF interactions reported in PPI databases compared to the total number of PPIs reported for that KAT.

### KAT recruitment by NF-κB correlates with H3K27ac levels at induced genes

We found that TF activators downstream of TCR signaling gained interactions with KATs by 45 min post-stimulation. To determine whether changes in histone acetylation are observed at this early time point, and whether they relate to changes in KAT–TF interactions, we performed ChIP-seq for H3K27ac marks in resting and TCR-stimulated (45 min) Jurkat T cells. 

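The H3K27ac data analysed here came from 4 ChIP-seq libraries of Jurkat cells, an established human T-cell line. There were 2 libraries of resting cells and 2 of cells stimulated for 45 min through the TCR with 25 μl/ml of an activator of CD3, CD28 and CD2. The authors trimmed the reads, aligned them to GRCh38 and called peaks with Genrich. Their settings removed PCR duplicates, left out excluded regions, scaffolds and the mitochondrial chromosome, and set a minimum area under the curve, and the smallest total signal of any deposited peak was 100. The deposited lists give the peaks called in each library on its own. Each peak carries a score, which is its mean signal per bp and is capped at 1000, a total signal, which is the area under Genrich's curve, and a −log10 p. A peak list gives no number of reads, so the depth behind these peaks is unknown beyond the sequencing depth that the methods state. The comparison of read counts that the paper made with DiffBind was therefore not repeated. The resting libraries held 30302 peaks (replicate 1) and 31339 peaks (replicate 2), and the TCR-stimulated libraries held 26056 peaks (replicate 1) and 27765 peaks (replicate 2). In the same order, the peaks covered 49.3, 47.6, 39.3 and 44.5 Mb. Their median −log10 p was 3.682 and 3.672 in the resting libraries and 3.72 and 3.735 in the TCR-stimulated libraries. Between 40.5% and 42.9% of the peaks of a library were at the cap of the score. Of the peaks of one library, 83.7% to 93.4% overlapped a peak of the other library of the same condition, and 71.1% to 88.75% overlapped a peak of a library of the other condition. Peaks that overlapped by at least 1 bp were merged across libraries, and merged regions called in at least 2 of the 4 libraries were kept as consensus regions. A region called in both TCR-stimulated libraries and in neither resting library is named stimulated-only, and the reverse resting-only. The 4 libraries allow only 3 splits into 2 against 2, so no permutation of the libraries between conditions could reach a p-value of 0.05. Counts of regions are therefore set beside the same counts for the other splits.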

We identified a total of 25,481 H3K27ac ChIP-seq peaks across both conditions, with 150 peaks gaining H3K27ac post-stimulation [FDR < 0.01, log_2_(FC) > 2] and 27 peaks losing acetylation [FDR < 0.01, log_2_(FC) < −2] (Figure 7A). 

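Merging the peaks of the 4 libraries gave 33591 regions, of which 26596 were consensus regions and 18297 were called in all 4 libraries. There were 1347 stimulated-only regions, or 5.07% of the consensus regions, and 3638 resting-only regions, or 13.7%. Together, 4985 regions separated the conditions in this way. The other splits, which each group a resting library with a TCR-stimulated one, separated 383 and 395 regions. Most regions called in a single condition had low scores. The median of the lower score percentile over the 2 libraries that hold a region was 18.5 for stimulated-only regions and 17.25 for resting-only regions. Their median widths were 943 and 937 bp, against 1800 bp for regions called in all 4 libraries. The number of stimulated-only regions moved most among the peak settings with windows of 200 bp on either side of the peak summits in place of whole peaks, to 2558 regions. It also depended on each TCR-stimulated library, with 3378 regions without replicate 1 and 2315 without replicate 2, where a call in a single TCR-stimulated library was enough. The number of resting-only regions was 7008 without resting replicate 1 and 6459 without resting replicate 2. When each region was given the percentile of its best score within each library, both TCR-stimulated percentiles were above both resting percentiles in 3116 consensus regions and below both in 17931. By chance, 16.7% of regions would fall on each side. This split is fixed in part by the cap on the score. A peak at the cap had a percentile of 79.8 and 79.5 in the resting libraries and of 78.9 and 78.6 in the TCR-stimulated libraries, so all 8820 regions at the cap in all 4 libraries count as lower. With the total signal divided by the peak width, which is not capped and was chosen after seeing the data, 5326 regions were higher and 11630 lower. Higher regions made up 14.8% of those ranked higher or lower with the capped score, 31.4% with the uncapped form, 32.7% with −log10 p and 36.3% with the total signal. Percentiles are taken among each library's own peaks, of which the TCR-stimulated libraries have fewer.

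**Figure D1:**
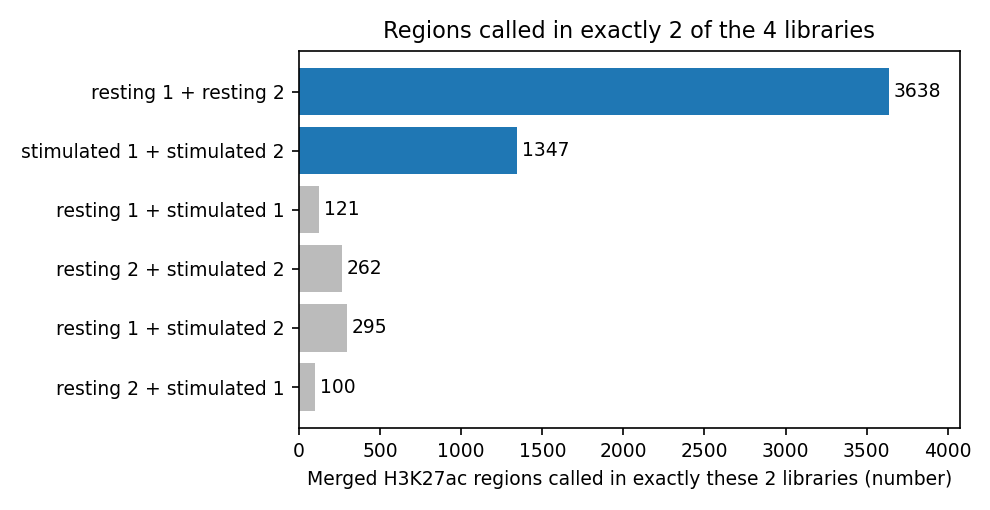
Number of merged H3K27ac regions called in exactly 2 of the 4 libraries, for each pair of libraries. The 2 pairs of the same condition (blue) hold 3638 and 1347 regions, and each mixed pair (grey) holds between 100 and 295.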

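RELB (ENSG00000104856) encodes an NF-κB subunit and lies on the forward strand of chromosome 19 of GRCh38, from 45001461 to 45038192. From 3000 bp upstream of its TSS to its 3′ end, the libraries gave 5 merged H3K27ac regions, and 4 of them were stimulated-only. The remaining region, from 45000026 to 45002033, overlaps the promoter, has its best summit in coding exon 1 and was called in all 4 libraries. Its peak had a −log10 p of 2.98 and 3.55 in resting replicates 1 and 2 and of 7.47 and 7.81 in TCR-stimulated replicates 1 and 2. Within each library, these values stood at percentiles 27.5 and 46.6 in resting cells and 99.76 and 99.79 after stimulation. The difference between the conditions was thus larger than the difference between replicates, although it was not tested. One stimulated-only region lies upstream of the promoter, from 44998714 to 44999652, with a −log10 p of 2.5 and 2.47, close to the lowest values in these libraries. The next lies in intron 1 from 45002315 to 45002866, with 2.94 and 2.995. The last 2 lie in intron 4, from 45015158 to 45016392 with 3.08 and 3.98, and from 45016723 to 45017922 with 3.50 and 4.02.

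**Figure D2:**
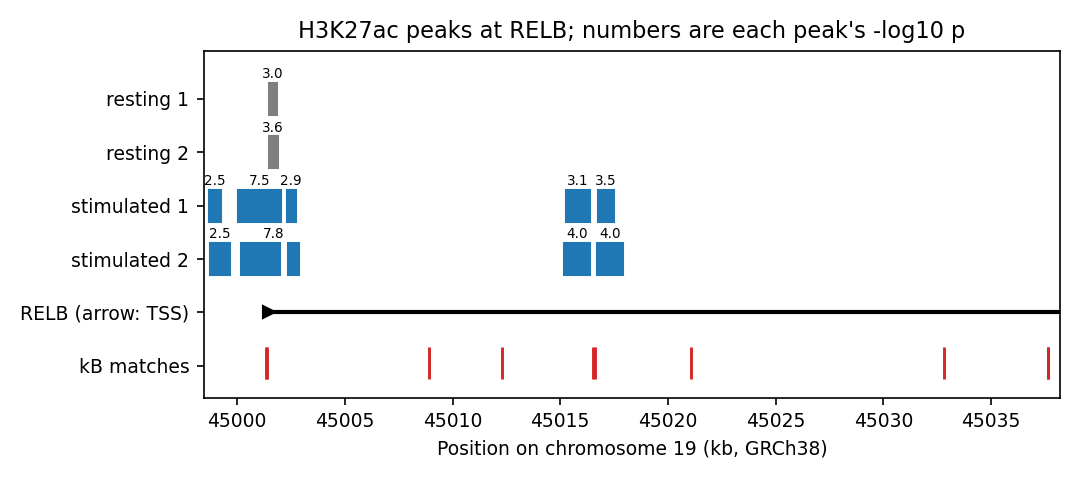
H3K27ac peaks of the 4 libraries at RELB, with the position on chromosome 19 in kb on the horizontal axis and 1 row per library (grey, resting; blue, TCR-stimulated). Numbers are the −log10 p of a peak, printed for the higher one where peaks lie close together. The black line is the gene with its TSS marked by an arrow, and red lines are matches of the κB consensus. Resting libraries have a peak at the promoter only, where the TCR-stimulated peaks reach 7.47 and 7.81.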

A representative locus of the known TCR-induced gene *RelB* showed induced acetylation peaks (Figure 7D); Gene Ontology analysis of genes associated with induced peaks returns terms related to stimulated T cells, including ‘T-cell activation’ (Supplementary Figure S7A and B). To relate changes in acetylation with gene expression, we compared genes that were associated with increased acetylation [log_2_(FC) > 2] to genes that did not change [log_2_(FC) < 0.5 and log_2_(FC) > −0.5] or were reduced [log_2_(FC) < −2]. 

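At NR4A1 (ENSG00000123358, chromosome 12, 52022832 to 52059507 of GRCh38, forward strand), 10 merged H3K27ac regions were found from 3000 bp upstream of the gene to its 3′ end. Of these, 4 were stimulated-only and 4 were called in all 4 libraries. In 2 of the regions called in all 4 libraries, both TCR-stimulated percentiles of −log10 p were above both resting ones. The larger of these changes was in the region from 52037217 to 52044061, where −log10 p was 2.73 and 2.88 in resting cells and 6.096 and 6.2 after stimulation. The region over the TSS, from 52022517 to 52029700, did not separate the conditions, with 4.76 and 4.72 in resting cells and 4.62 and 5.15 after stimulation. EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693480, reverse strand) had 3 regions. The region from 22691838 to 22693140 was stimulated-only, and both others were called in all 4 libraries with higher values after stimulation. At the region from 22693608 to 22695388, which overlaps the promoter, −log10 p was 3.682 and 3.672 in resting cells and 6.53 and 6.315 in TCR-stimulated cells. IL2RA (ENSG00000134460, chromosome 10, 6010689 to 6062370, reverse strand) had 11 regions, none of them called in a resting library. Of these, 8 were stimulated-only and the others were called in TCR-stimulated replicate 2 alone. The IL2RA region with the highest values lies in intron 1 from 6049055 to 6052641, with a −log10 p of 4.25 and 4.55 after stimulation. Both regions that overlap its promoter were stimulated-only, with 3.92 and 4.385 from 6061630 to 6062422 and with 2.73 and 3.046 from 6062635 to 6063698. The expression data that the paper compares with these changes were not analysed here.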

Genes with induced acetylation were expressed at lower levels prior to stimulation (Figure 7B) and at higher levels post-stimulation (Figure 7C); these genes included many known activated T-cell genes, including *NR4A1*, *EGR3* and *IL2RA* (encoding CD25) (Figure 7A).

**Figure 7.**
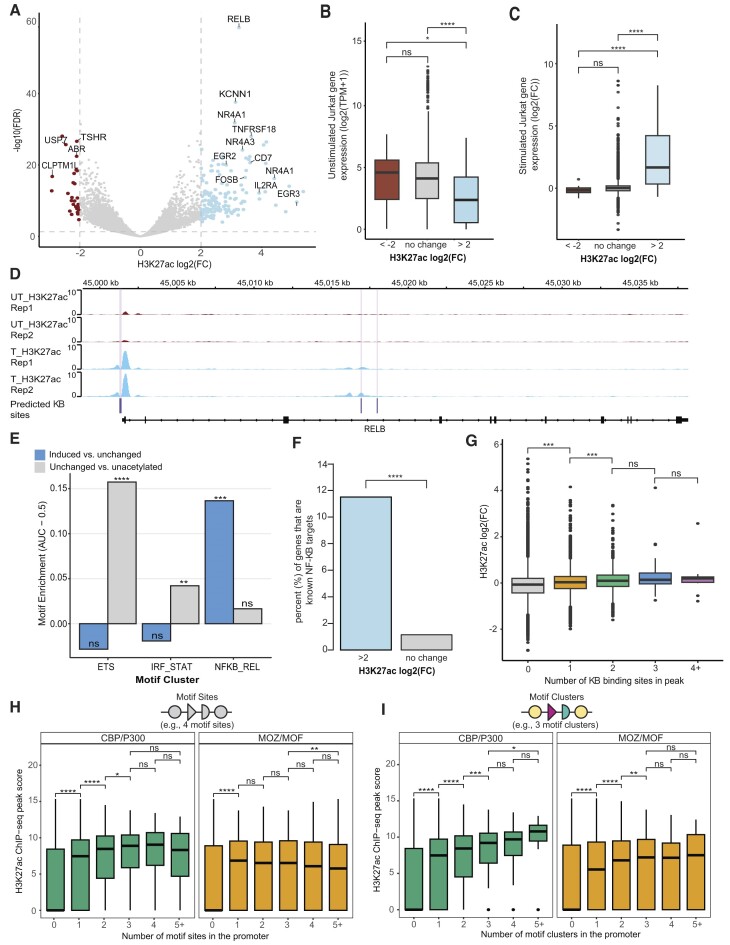
P300/CBP recruitment identifies TFs associated with genome-wide H3K27ac levels. (**A**) Differential H3K27ac peaks in TCR-stimulated Jurkat T cells. Log_2_(FC) of H3K27ac levels between untreated and 45 min post-TCR stimulation conditions. Select genes linked to differential acetylation peaks are indicated. (**B**) Gene expression levels in unstimulated Jurkat for genes associated with TCR-stimulated decreasing [log_2_(FC) < −2], unchanging [−0.5 < log_2_(FC) < 0.5] or increasing [log_2_(FC) > 2] H3K27ac levels at associated peaks. (**C**) TCR-stimulated gene expression changes (2 h post-stimulation) for gene sets defined as in panel (B). (**D**) ChIP-seq H3K27ac tracks in untreated (UT_H3K27ac) and 45 min TCR-treated (T_H3K27ac) Jurkat cells. κB binding sites predicted within the region are indicated. (**E**) Enrichment of motifs from TF clusters in loci defined by differential H3K27ac levels. (**F**) Proportion of known NF-κB target genes associated with induced H3K27ac. (**G**) Impact of κB site number on changes in H3K27ac levels at ChIP-seq peaks. (**H**) Impact of the number of specific COF-recruiting motifs on promoter H3K27ac levels (peak scores). Motifs evaluated in gene promoters (−500 nt to +100 nt from TSS). Data shown for motifs recruiting CBP/P300 (left panel) and motifs recruiting MOZ/MOF and not CBP/P300 (right panel). (**I**) Impact of the number of COF-recruiting motifs from unique TF clusters (i.e. heterotypic motifs) on promoter H3K27ac levels (peak scores). Motif identity and promoter elements defined as in panel (H). Adjusted *P*-values are as follows: *P* > 0.05 (ns), *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001.

As H3K27ac marks are deposited by P300 and CBP, we examined whether motifs from TF clusters with enhanced CBP/P300 recruitment following stimulation were enriched in the promoters that gained acetylation. 

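Motif enrichment was tested with consensus sequences, since the scored motifs of the paper were not used here. A promoter, from 500 bp upstream to 100 bp downstream of the TSS of a protein coding gene, was called stimulated-only if it overlapped a stimulated-only region. A promoter that overlapped other regions as well was also counted. There were 159 such promoters, of which 75 also overlapped a peak of a resting library, and they were compared with 9389 promoters that overlapped a region called in all 4 libraries. A call in all 4 libraries does not mean an unchanged level. The promoters of RELB and EGR3, where −log10 p rose after stimulation, are among the 9389. The paper compares instead with promoters that did not gain acetylation by read counts. The κB consensus of the NFKB_REL cluster, GGGRNWYYCC, had a match in 39 of the 159 stimulated-only promoters (24.5%) and in 1158 of the 9389 others (12.3%). The odds ratio was 2.31 (95% CI 1.60 to 3.33, adjusted p = 0.000342 from a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 motifs). It stayed past the threshold under every alternative that gave a test, and was closest to it with peaks of a −log10 p of at least 3 and with the 150 largest rises in percentile. By Fisher's exact test, the former gave an odds ratio of 1.84 (adjusted p = 0.027) and the latter 2.83 (adjusted p = 0.0335). It was lowest, 1.504, when TCR-stimulated replicate 1 was left out. The AP-1 consensus was also more frequent, in 12.6% of stimulated-only promoters against 5.38% (odds ratio 2.53, adjusted p = 0.00166, Fisher's exact test). With peaks of a −log10 p of at least 3, its adjusted p was 0.116 by Fisher's exact test. With the 84 stimulated-only promoters without a peak of a resting library, a set chosen after seeing the data, the odds ratio was 2.84 for κB (adjusted p = 0.00088, Fisher's exact test) and 2.11 for AP-1 (adjusted p = 0.187). For the NFAT, NR_DR1, E2F_v2, MYBL_OVOL and TCF7_LEF consensus sequences, the difference did not pass the threshold. Motifs outside the 9 clusters taken from the paper were tested as well, and the 3 added ones, SRF, CRE and EGR, had odds ratios of 3.51, 2.89 and 1.84 (adjusted p = 0.00107, 0.00107 and 0.0107).

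**Figure D3:**
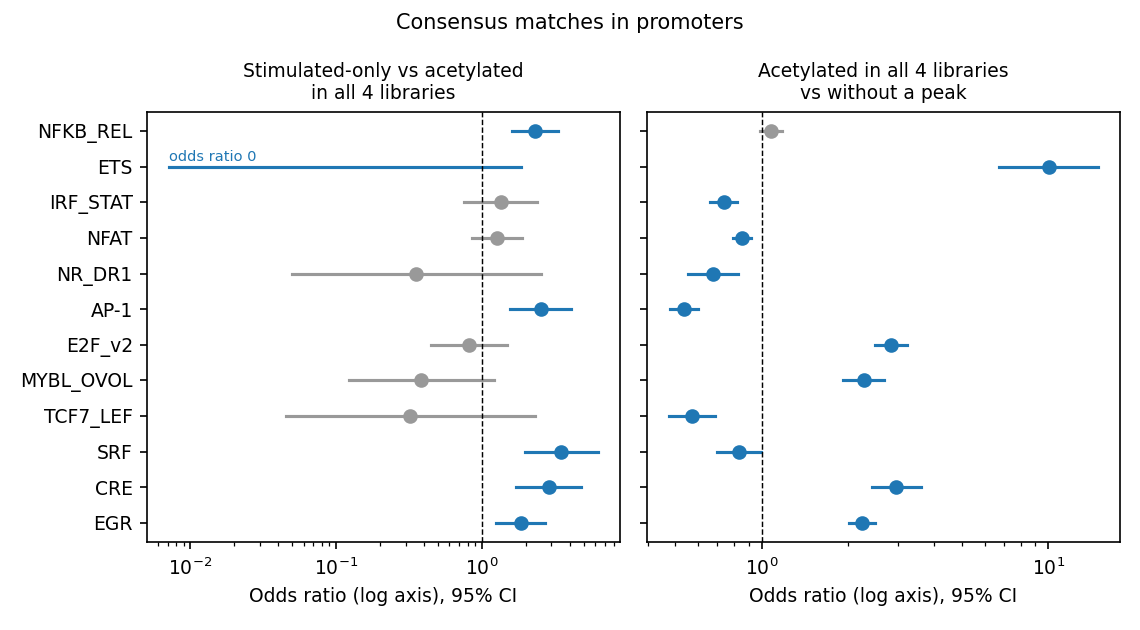
Odds ratios on a log axis, with 95% CI, for a match of each consensus in promoters. Left, stimulated-only promoters against promoters acetylated in all 4 libraries. Right, promoters acetylated in all 4 libraries against promoters without a peak. Blue marks an adjusted p under 0.05 from Fisher's exact test. The ETS odds ratio on the left is 0, and its interval was drawn with a continuity correction. NFKB_REL lies at 2.31 on the left and 1.08 on the right.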

We found that NF-κB motifs, those associated with the strongest induced recruitment of both CBP and P300, were the only significantly enriched motifs in these promoters compared to promoters that did not gain acetylation (Figure 7E). This is consistent with other studies showing that induced H3K27ac marks are dependent on NF-κB under specific stimulation conditions (116,117). In contrast, motifs from the two strongest constitutive recruiters of P300 and CBP, the *IRF_STAT* and *ETS* clusters, were not enriched in induced genes but were enriched in promoters with constitutive acetylation. 

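The ETS consensus, ACCGGAAGT, had no match in the 159 stimulated-only promoters, a count that allows a share of up to 1.89%. It had a match in 2.65% of the promoters acetylated in all 4 libraries (adjusted p = 0.0463, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). This difference was close to the threshold and rested on the lack of a match in 159 promoters. Of 20 position-shuffled forms of the consensus, 10 had no match there either. In promoters that overlapped a resting-only region, 1 of 195 had an ETS match (odds ratio 0.188, adjusted p = 0.266, Fisher's exact test). A property of promoters with a region called in 1 condition is therefore not excluded. In stimulated-only promoters, the ETS odds ratio was 1.08 when TCR-stimulated replicate 1 was left out, where a call in a single TCR-stimulated library was enough. The IRF_STAT consensus, GAAANNGAAA, was found in 8.18% of stimulated-only promoters and in 6.20% of the others (odds ratio 1.35, adjusted p = 0.424, Fisher's exact test). For constitutive acetylation, the 9389 promoters that overlapped a region called in all 4 libraries were compared with 9956 promoters without a peak in any library. Constitutive here means called in every library, and includes promoters such as that of RELB whose level rose. The accessibility data with which the paper chose its unacetylated promoters were not used here, so these include inaccessible promoters. The ETS consensus was present in 249 of the acetylated promoters and in 27 of those without a peak, an odds ratio of 10.0 (95% CI 6.73 to 14.9, adjusted p = 3.72e-49, Fisher's exact test). With GC content and CpG observed/expected as covariates, it was 4.91. The IRF_STAT consensus was less frequent in acetylated promoters, at 582 against 820 of those without a peak (odds ratio 0.736, adjusted p = 6.68e-08, Fisher's exact test). With the same covariates, this difference was not seen (odds ratio 1.01, 95% CI 0.8799 to 1.163, logistic model). The 2 sets of promoters differ in composition, with a mean GC content of 60.3% in acetylated promoters and 52.6% in those without a peak. The κB consensus had an odds ratio of 1.08 in this comparison (adjusted p = 0.0874, Fisher's exact test).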

Further supporting the role of NF-κB in altering acetylation levels and promoting gene activation, genes associated with induced H3K27ac peaks are enriched in NF-κB target genes (Figure 7F). For example, within the *cis-*regulatory regions of the NF-κB target gene *RelB*, there are several regions of increased acetylation that overlap κB binding sites, and previous studies have indicated that the *RelB* transcription is dependent on NF-κB RelA binding (Figure 7D) (118). 

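From 3000 bp upstream of the RELB TSS to the 3′ end, a window of 39732 bp, the κB consensus GGGRNWYYCC had 10 matches. Of these, 2 lie in an H3K27ac region, and both are in the promoter region called in all 4 libraries, which rose after stimulation. The regions cover 14.9% of the window, so 1.49 matches would be expected in them by length. The match nearest the TSS, GGGGAATTCC, lies from 45001405 to 45001414 on the forward strand, 56 bp upstream of the TSS, in the sequence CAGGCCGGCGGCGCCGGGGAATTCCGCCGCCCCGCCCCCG. The other, GGGGTTTTCC, lies from 45001333 to 45001342, 128 bp upstream of the TSS, in the sequence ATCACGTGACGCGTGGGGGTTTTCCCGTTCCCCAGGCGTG. None of the 4 stimulated-only regions contained a match. In intron 4, however, GGGATTTTCC from 45016524 to 45016533 and GGGAAACTCC from 45016613 to 45016622 lie in the gap between the pair of stimulated-only regions there. The first of them starts 132 bp after the end of one region, and the second ends 101 bp before the start of the next. The other 6 matches, in introns 2, 4 and 9 and in coding exon 12, lie at least 566 bp from the nearest region.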

To further evaluate the impact of NF-κB sites on H3K27ac marks, we examined whether the number of predicted κB binding sites that overlapped with the H3K27ac peaks correlated with H3K27ac levels. We found a statistically significant increase in H3K27ac levels with a single NF-κB site, and a further increase with two sites, but no further gain beyond two sites (Figure 7G). These results suggest that the stimulus-enhanced CBP/P300 interactions seen for NF-κB factors correspond to concomitant gains in histone acetylation and induced gene expression.

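The number of κB matches was counted over each whole consensus region, and the read-based change in H3K27ac was replaced by the share of regions that were stimulated-only. Of 19216 regions without a match, 5.46% were stimulated-only (95% Wilson CI 5.15 to 5.795). The share was 4.12% (3.59 to 4.72) of 4786 regions with 1 match, 4.32% (3.43 to 5.43) of 1597 regions with 2, and 3.11% (2.199 to 4.38) of 997 regions with 3 or more. The odds ratio per match was 0.824, with p = 1e-05 from a two-sided permutation test, the smallest p that 100000 resamples can give. Regions with more matches were also wider, with a median of 1255 bp without a match and 4202 bp with 3 or more. The share of resting-only regions fell more steeply, from 16.4% without a match to 8.27%, 4.95% and 1.30%. With log width, GC content and CpG observed/expected as covariates, the direction for stimulated-only regions was the opposite, with an odds ratio per match of 1.28 in a logistic model (n = 26596 regions, p = 9.44e-08). It was also the opposite for the 150 regions with the largest rise in percentile, at 1.36 per match (p = 0.00048, two-sided permutation test). These regions made up 0.494% of regions without a match, 0.522% of those with 1, 1.19% of those with 2 and 1.10% of those with 3 or more. For stimulated-only regions, the odds ratio was 0.534 without TCR-stimulated replicate 1 and 0.592 without TCR-stimulated replicate 2. From the rise in H3K27ac levels with up to 2 κB sites and the enrichment in promoters, the paper proposes that the enhanced CBP/P300 interactions of NF-κB factors correspond to gains in acetylation and in gene expression.

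**Figure D4:**
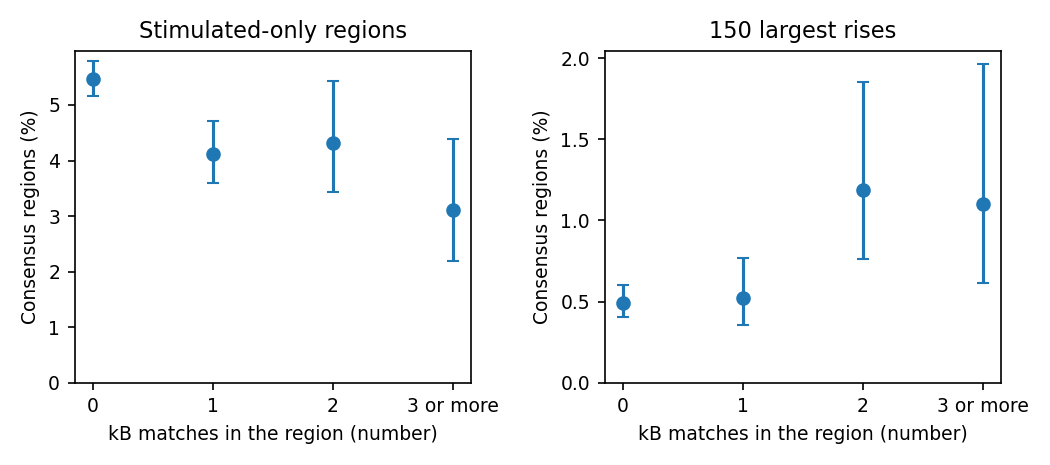
Share of consensus regions in percent, with 95% Wilson CI, against the number of κB consensus matches in the region. Left, stimulated-only regions, from 5.46% without a match to 3.11% with 3 or more. Right, the 150 regions with the largest rise in score percentile, from 0.494% to 1.10%.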

### Heterotypic clusters of KAT-recruiting TF sites correlate with promoter H3K27ac levels

We identified a number of TF clusters that constitutively recruit KATs (Figure 4A) and hypothesized that they likely play a role in histone acetylation levels in both resting and stimulated T cells. To test this hypothesis, we examined whether the presence of TF motifs associated with constitutive CBP/P300 recruitment correlated with constitutive genome-wide H3K27ac levels at gene promoters, defined as the region from 500 bp upstream to 100 bp downstream of a gene’s TSS. 

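Promoter acetylation was taken as the highest −log10 p of any overlapping H3K27ac peak in any of the 4 libraries, and as 0 for every promoter without a peak. The paper used peaks of each condition and gave 0 to accessible promoters without a peak, whereas the promoters here were not filtered by accessibility. Matches of consensus sequences for 6 clusters that recruit CBP/P300 (ETS, IRF_STAT, AP-1, E2F_v2, MYBL_OVOL and TCF7_LEF) were counted in the promoters of 20033 protein coding genes. The paper reports further clusters that recruit CBP or P300, which were not counted here. Of 14888 promoters without a match, 49.7% overlapped a peak. The share was 51.5% of 4341 promoters with 1 match, 55.2% of 694 with 2 and 53.6% of 110 with 3 or more. The mean rank of the acetylation level, as a percentile of all promoters, was 49.4 without a match and 51.3 with 1 (adjusted p = 0.0003, two-sided permutation test with Benjamini-Hochberg adjustment over 3 comparisons). It was 53.8 with 2 matches (adjusted p = 0.0366 against 1, permutation test). With 3 or more it was 50.8, which was not detectably different from 2 (adjusted p = 0.273, permutation test). Across promoters, Spearman's rho between the number of matches and the acetylation level was 0.0368 (p = 1e-05, permutation test, the smallest p that 100000 resamples can give). Promoters are not independent replicates. The setting that moved rho most was the shorter ETS consensus SCGGAAGY in place of ACCGGAAGT, which gave 0.2015.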

We first examined whether multiple instances of the CBP/P300-recruiting motifs predict higher promoter acetylation levels, and we found significantly higher levels of promoter acetylation with the occurrence of up to three motifs (Figure 7H). As a control, we examined the impact of motifs that do not recruit CBP/P300 but do recruit MOZ/MOF, and we found no increase beyond one motif for this group. Given that CBP and P300 were recruited by several TF clusters, we then asked whether heterotypic motif groups—defined by motif matches from *different* TF clusters—were also predictive of acetylation levels. Strikingly, we found an even stronger trend in which promoters with motifs from up to five or more CBP/P300-recruiting TF clusters predicted increasingly higher acetylation levels. This trend was not seen with motifs from TF clusters that recruit only MOZ/MOF and not CBP/P300 (Figure 7I). This trend of acetylation levels with heterotypic motif clusters was also stronger than that seen for homotypic motif clusters (Supplementary Figure S7C). These results demonstrate that KAT–TF networks can determine TF families that are predictive of genome-wide acetylation levels, and that high levels of promoter acetylation are likely a result of heterotypic clusters that contain binding sites for multiple KAT-recruiting TFs from distinct families.

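When different motif families were counted in place of matches, 4629 promoters had a match of 1 of the 6 families, 498 of 2 families and 18 of 3 or more. Since only 18 promoters held 3 or more, the numbers above 3 that the paper shows could not be examined with these consensus sequences. They stand for only 6 of the clusters that the paper reports to recruit CBP or P300. The share of promoters that overlapped a peak was 51.3% with 1 family, 58.2% with 2 and 72.2% with 3 or more. The mean rank of the acetylation level was 51.1 with 1 family (adjusted p = 0.000345 against none, two-sided permutation test with Benjamini-Hochberg adjustment over 3 comparisons). It was 56.1 with 2 families (adjusted p = 0.000345 against 1, permutation test). With 3 or more it was 60.5, and the difference from 2 was not detectable with 18 promoters (adjusted p = 0.588, permutation test). Spearman's rho across promoters between the number of families and the acetylation level was 0.0379 (permutation p = 1e-05), and 0.191 with the shorter ETS consensus. Whether this differs from the rho for the number of matches was not tested. Among promoters with a peak, the median −log10 p was 5.35 without a family, 5.499 with 1, 5.68 with 2 and 5.21 with 3 or more. From the rise with the number of clusters, the paper reasons that high promoter acetylation is likely a result of heterotypic sites for several KAT-recruiting TFs.

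**Figure D5:**
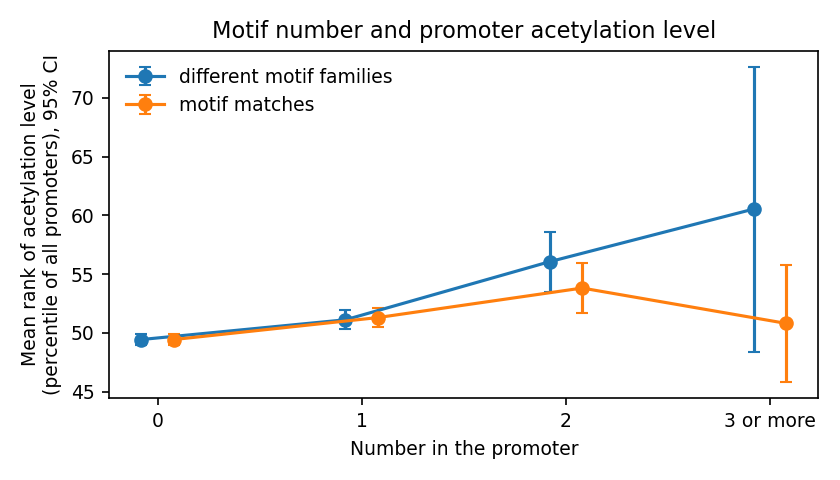
Mean rank of the promoter acetylation level, as a percentile of all 20033 promoters with 95% CI, against the number of different motif families (blue) or of motif matches (orange) in the promoter. With 2 families the mean rank is 56.1, and with 3 or more it is 60.5 over 18 promoters.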

## Discussion

CoRec is a method for rapid profiling of cell-specific TF–COF complexes and provides an alternative to other methods for high-throughput analysis of PPIs that focuses on DNA-bound TF–COF complexes. In CoRec, TFs that recruit target COFs are inferred using DNA binding motifs. As multiple TFs can often bind the same motif, our assay provides an aggregate, quantitative measure of COF recruitment by TFs that may bind the same DNA sites *in vivo*, which is quantified as the motif strength (Figure 1E). We demonstrate that CoRec can be used to identify cell-specific TF–COF interactions for different classes of COFs (Figure 2A). Profiling KAT–TF interactions in resting and stimulated Jurkat T cells, we found that 35% of the interactions occurred only in one condition, highlighting the importance of cell context for TF–COF interactions. These differences in interactions may be due to changes at the transcriptional level, altered nuclear localization or post-translational modifications that alter PPIs. We show that profiling interactions with KATs provides a means to identify transcriptional activators and propose that using CoRec to profile interactions with other classes of COFs can provide a means to characterize TF function. CoRec can be readily applied to different cell systems, requiring only nuclear extracts and COF antibodies for labeling. We anticipate that using CoRec in different cell states and disease contexts (e.g. different cancer cell types) will provide insights into how TF–COF networks alter chromatin state and gene regulation.

Investigating regulators of histone acetylation, we find that promiscuous recruitment of KATs is a prominent feature in our KAT–TF network in T cells, with 66% (29/44) of TF clusters recruiting at least two KATs and 30% (13/44) recruiting at least four KATs (Figure 4A). The recruitment of multiple different KATs to the same DNA sites, whether by single TFs or by paralogous TFs that bind the same DNA sites, predicts co-occurrence of KATs and their cognate histone acetylation marks at regulatory elements. Indeed, studies in primary T cells that examined genome-wide binding of five KATs (P300, CBP, PCAF, MOF, TIP60) (74) and the occurrence of 18 acetylation marks (110) reported widespread colocalization of these KATs and histone acetylation marks. This widespread co-occurrence suggests low KAT specificity for many genes, which is at odds with genetic perturbation data for individual KATs (95). These observations led Anamika *et al.* (95) to propose a model in which initiation of gene expression is mediated by specific KATs, whereas maintenance of expression requires less KAT specificity and involves the recruitment of many KATs to the acetylated chromatin environment. As KAT complexes often contain bromodomains, the authors proposed that KAT co-occurrence may result from bromodomain-mediated interactions with acetylated histone tails (95). While our data are consistent with this model, it suggests that the KAT co-occurrence at regulatory elements is also the result of promiscuous KAT recruitment by constitutive TF activators. Beyond the mechanisms by which multiple marks are deposited at regulatory elements, it also remains unclear what roles these multiple acetylation marks play for maintenance of gene expression. One potential explanation is that dynamic TF–COF interactions (119), in combination with active deposition and removal of acetylation marks (120), make multiple acetylation marks necessary in order to maintain open chromatin and create a more constant level of expression. Future studies that integrate TF–COF interaction data with gene perturbation approaches should help to clarify the roles of constitutive TF activators on promiscuous KAT recruitment and the impact of different KATs on the maintenance of basal levels of gene expression.

The combinatorial action of multiple TFs is a feature of eukaryotic enhancers and promoters; however, deciphering the individual roles of TFs within regulatory elements remains a challenge (121). Here, we sought to understand the role of TFs by examining their recruitment of COFs associated with specific epigenetic marks. We focused on H3K27ac marks associated with the activity of promoters and enhancers. To characterize potential activators in T cells, we profiled TFs that recruit the KATs CBP and P300 that deposit H3K27ac. In TCR-activated T cells, we found that the NF-κB family had the strongest stimulus-induced recruitment for both CBP and P300, and that NF-κB family motifs were the most enriched in loci that gained H3K27ac (Figures 5B and 7). These results are consistent with the known role of NF-κB as a potent activator downstream of T-cell signaling (78,79,122,123). In resting T cells, we identified a number of TF clusters that recruit either CBP or P300 (Figure 4A). Unexpectedly, we found that heterotypic clusters of these TF motifs at individual promoters were correlated strongly with the H3K27ac levels (Figure 7I), and were more predictive than the total number of TF motifs (Figure 7H) or the number of homotypic motifs (Supplementary Figure S7C). We hypothesize that heterotypic motif clusters may be predictive of H3K27ac as both CBP and P300 contain multiple TF-interacting subdomains (111) that could facilitate synergistic CBP/P300 recruitment (13,121). Indeed, a recent study has highlighted the individual roles of these subdomains in P300 genome-wide binding (55). It is unclear whether similar relationships exist for other histone marks; however, similar studies performed for other classes of COFs should provide insight into how heterotypic motif clusters relate to additional features of promoters or enhancers. We anticipate that a modified version of the CoRec design could be used to study cooperative COF recruitment by motif pairs, which might provide additional insight into the role of motif clusters in COF recruitment.

We highlight several limitations of our method and study. The first is that our assay identifies TFs at the level of TF clusters defined by similar DNA binding motifs, and not at the level of individual TFs. Integration with other data, such as gene expression data, protein abundance data or published PPI data, can be used to refine observations. The second is that CBP/P300 recruitment is inferred through the presence of H3K27ac and not by direct measurement of their binding. We tried CUT&RUN and ChIP-seq of both P300 and CBP in Jurkat T cells but were unable to recover high-confidence peaks. We note that others have recently commented on difficulties for P300 (55).

## Supplementary Material

gkae706_Supplemental_Files

## Data Availability

The PBM data are available in the article and in its online supplementary material. Software used to analyze the PBM data is provided freely at https://github.com/Siggers-Lab/CoRec and https://doi.org/10.6084/m9.figshare.26364901. Locations and sources of publicly available RNA-seq and ATAC-seq that were used in this study are detailed in the ‘Materials and methods’ section. PBM data and ChIP-seq data underlying this article are available in GEO under accession number GSE266127 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE266127).

# Supplementary material for: Rapid profiling of transcription factor–cofactor interaction networks reveals principles of epigenetic regulation
**Source:** Nucleic Acids Res. 2024 Aug 21;52(17):10276–96. doi: 10.1093/nar/gkae706
**Supplement:** gkae706_Supplemental_Files

# SUPPLEMENTAL

## Supplemental Figures

**A**

UT Jurkat NE, TIP60 antibody replicate 1

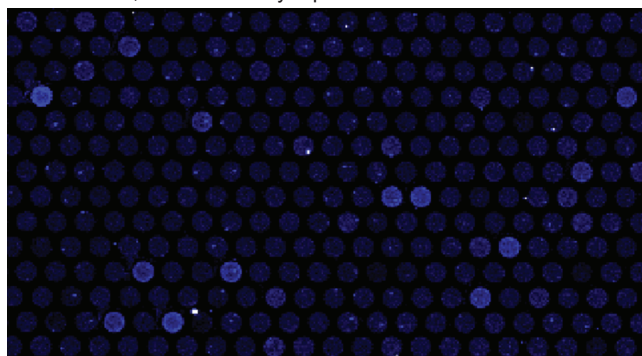

45 mT Jurkat NE, TIP60 antibody replicate 1

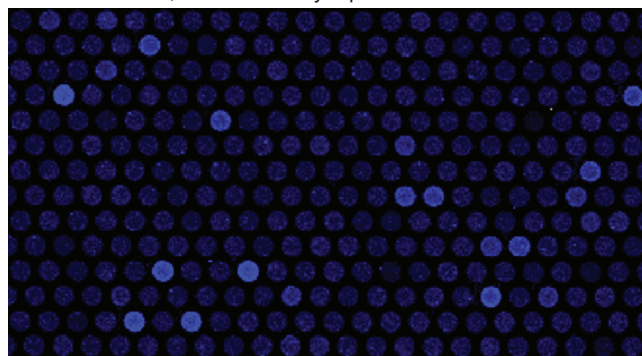

UT Jurkat NE, TIP60 antibody replicate 2

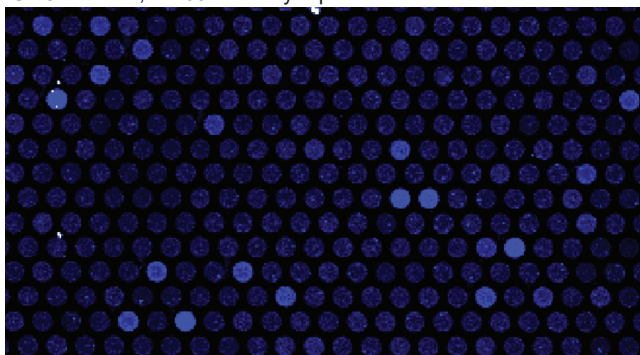

45 mT Jurkat NE, TIP60 antibody replicate 2

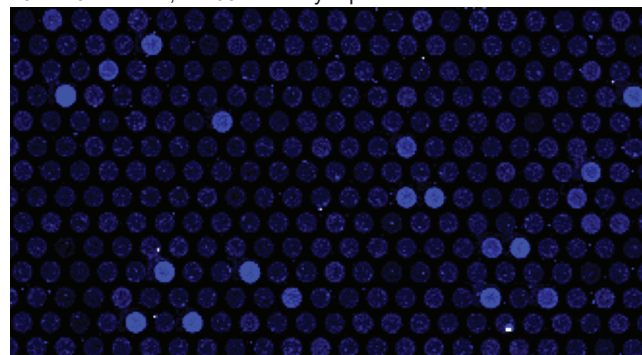

**B**

UT Jurkat NE, BRD4 antibody replicate 1

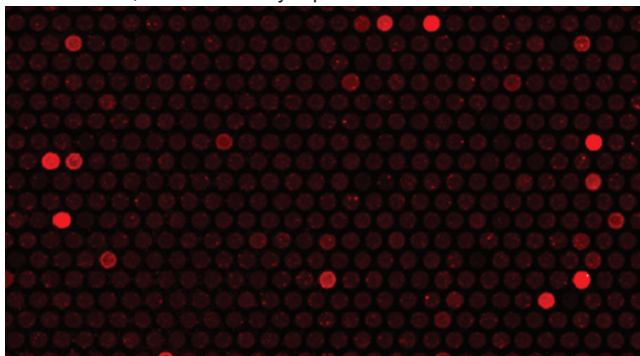

UT Jurkat NE, BRD4 antibody replicate 2

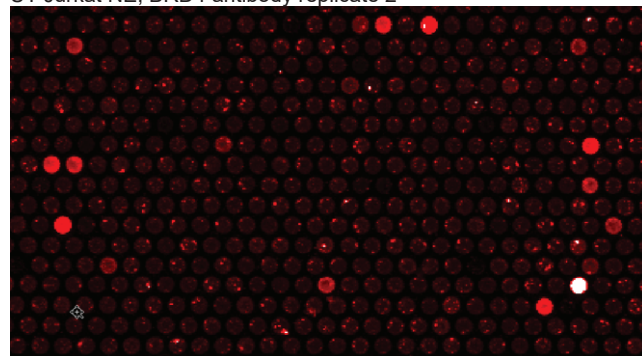

**Supplemental Figure 1: Representative scans of microarrays demonstrate reproducibility.** The same region of the microarray is shown for two replicates. Fluorescence scans are shown for Alexa Fluor 488 (**A**) and Alexa Fluor 647 (**B**). Nuclear extracts from untreated (UT) and 45 minutes stimulated (45mT) are shown.

A

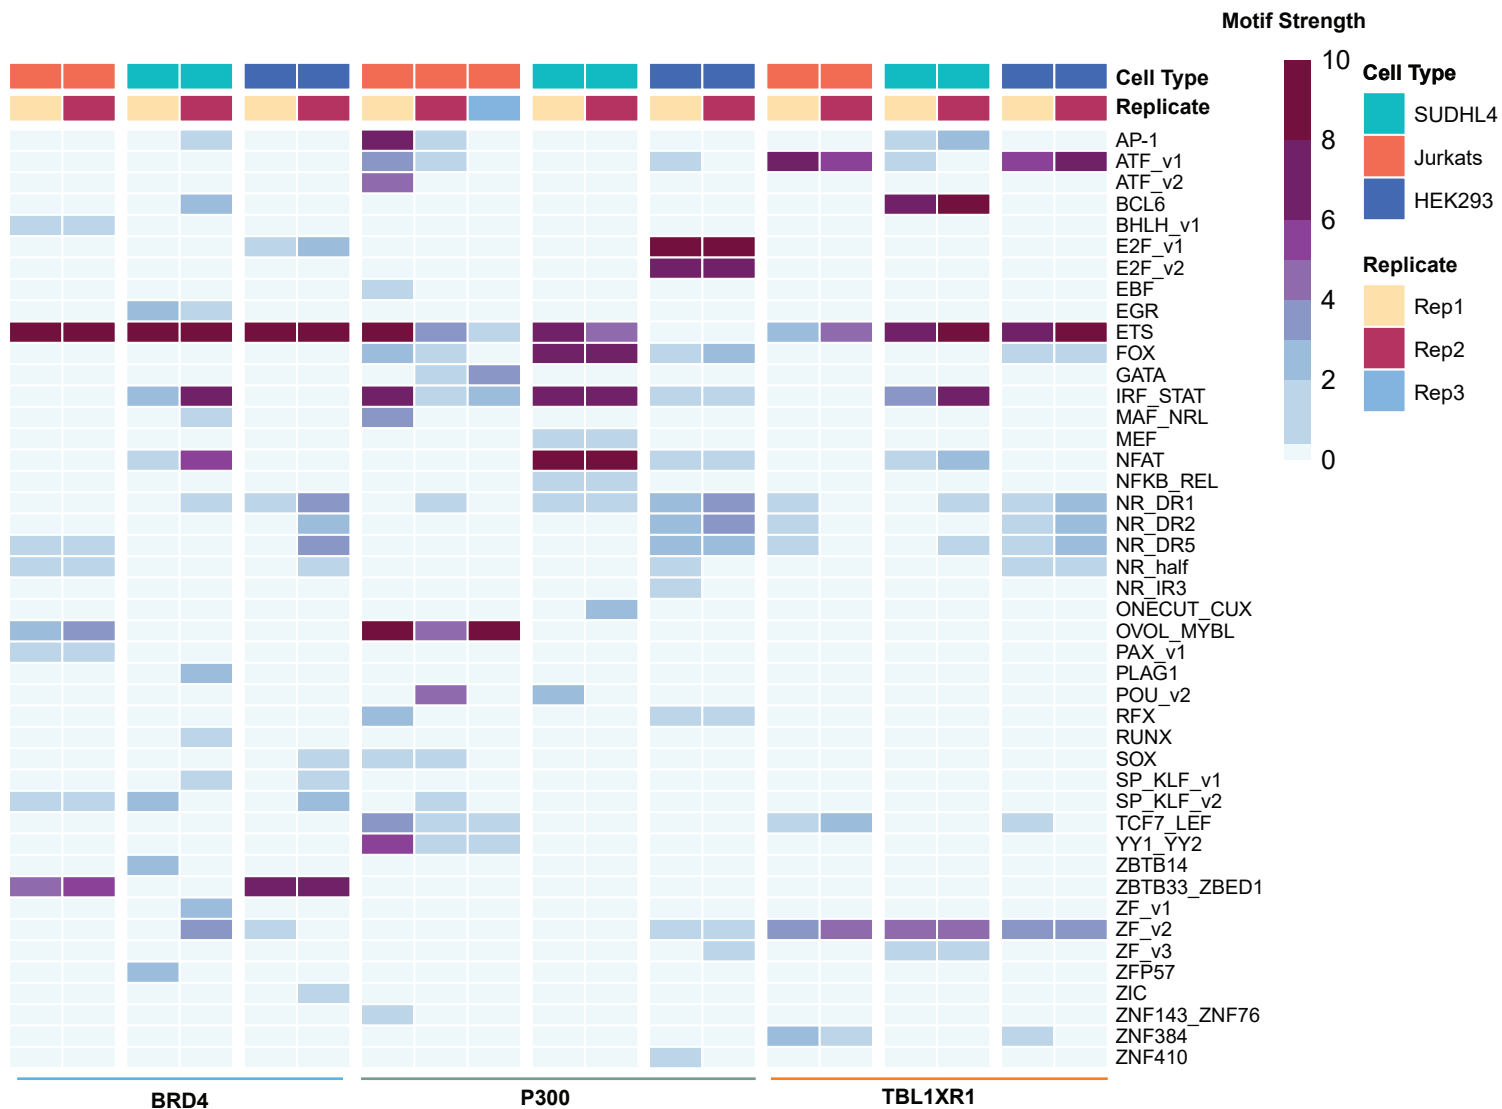

**Supplemental Figure 2: CoRec is replicable at TF cluster level. (A)** Heatmap indicating CoRec TF-COF interactions colored by motif strength is shown for individual replicate experiments to demonstrate replicability at the TF cluster level.

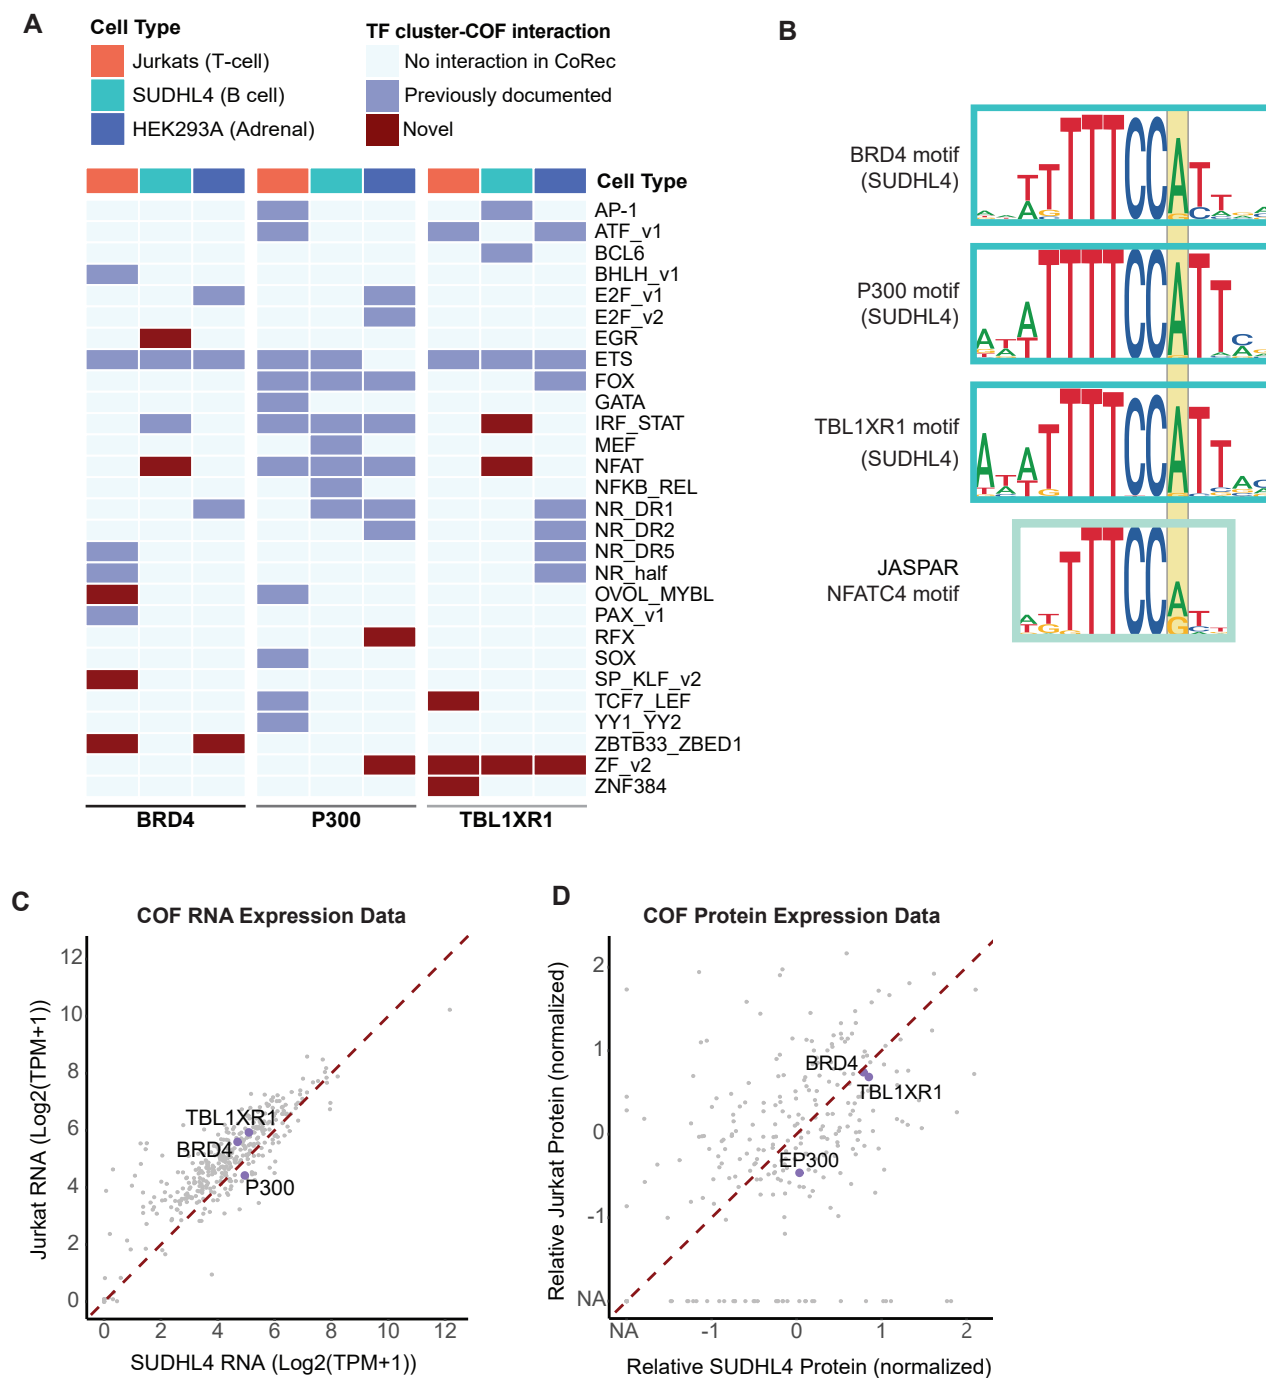

**Supplemental Figure 3: Profiling TF-COF interactions provides information on cell-specific TF-COF interactions and TF-COF complex binding motifs. (A)** Heatmap indicating CoRec TF-COF interactions that have been previously reported in the STRING database. **(B)** COF recruitment motifs in SUDHL4 that match the NFAT cluster and a representative consensus NFAT motif from JASPAR. SUDHL4-specific nucleotide preference highlighted in yellow. **(C-D)** mRNA expression or normalized protein levels for all COFs for unstimulated Jurkat and SUDHL4 with specific COFs profiled highlighted.

**A**

Distribution of clusters per cell type – 10,000 permutations

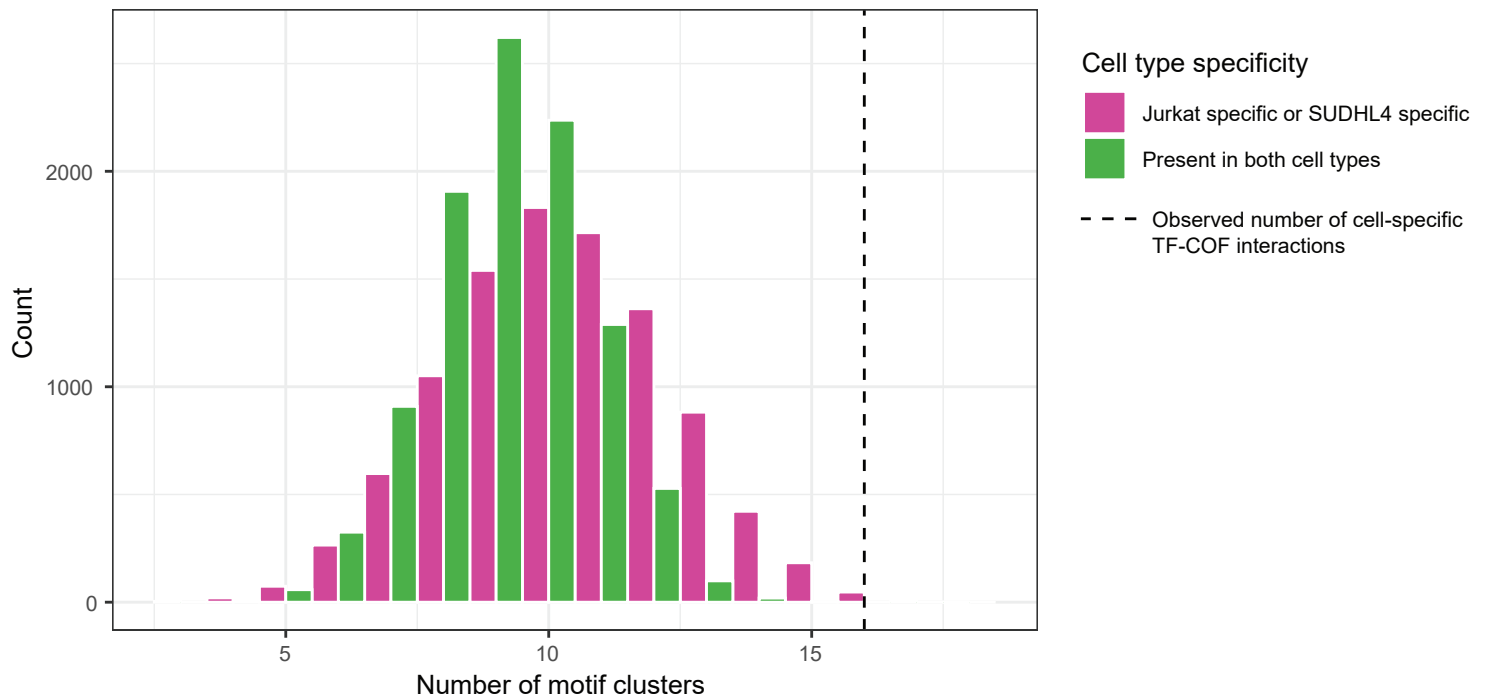**B**

Distribution of expression matches – 10,000 permutations

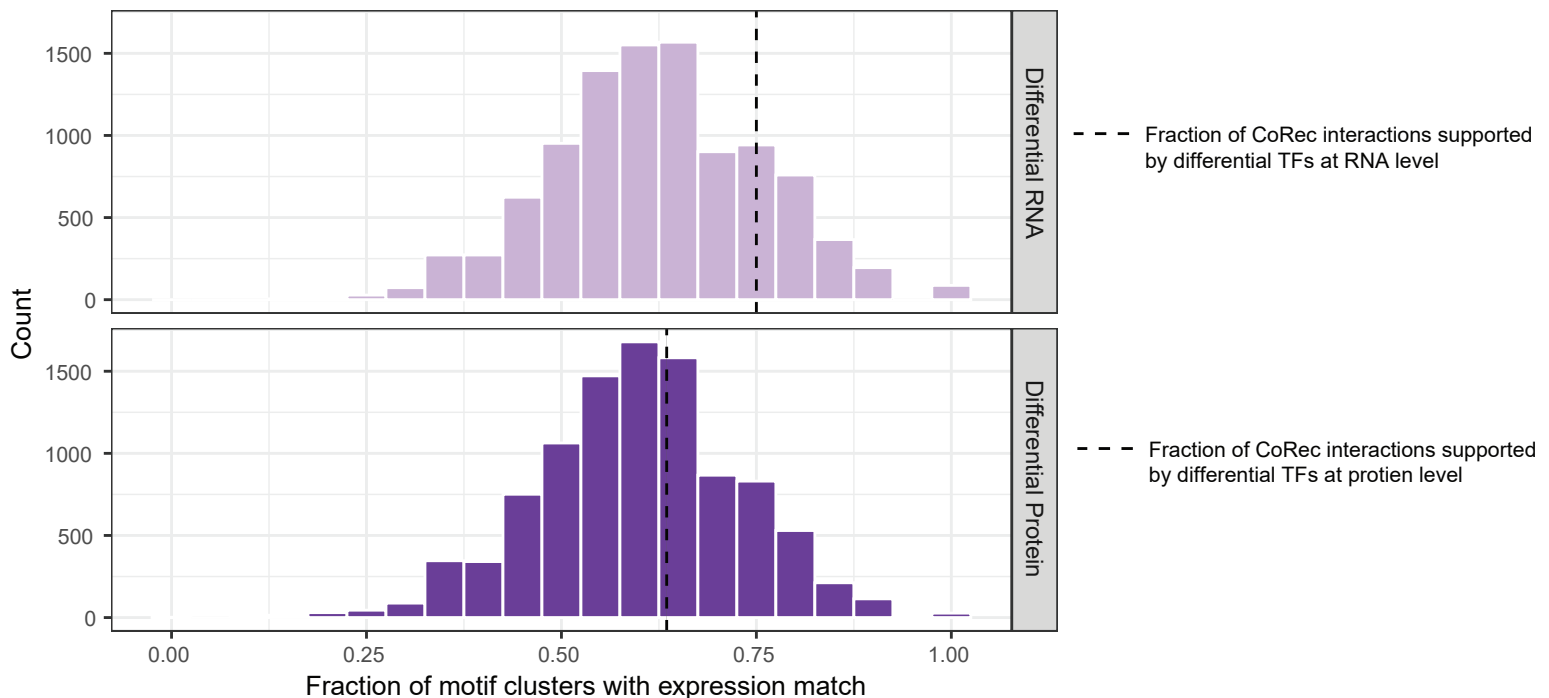

**Supplemental Figure 4: Permutation analysis demonstrates significance of cell-specific CoRec observations.** **(A)** Histogram indicating count of cell-specific interactions (pink) or interactions present in both cell types (green) computed over 10,000 permutations of row labels in heatmap from Figure 2A. Permutations were performed independently for each column. The number of observed cell-specific interactions is indicated by the dashed line (2.7 standard deviations above the cell-specific mean). **(B)** Histograms indicating the fraction of cell-specific interactions as determined in (A) that could be explained by differential ( $\log_2(\text{FC}) > 2$ ) expression (upper) or protein abundance (lower) of at least one TF in the associated TF cluster. The observed number of cell-specific interactions supported by differential expression is 0.28 standard deviations above the mean. The observed number of cell-specific interactions supported by differential protein abundance is 0.94 standard deviations above the mean.

A

**UT CBP MYBL\_OVOL motif**

MYBL1 Consensus+SNV

Motif Strength: **5.37**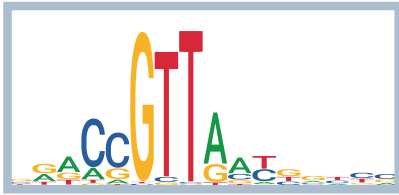**45mT CBP MYBL\_OVOL motif**

MYBL1 Consensus+SNV

Motif Strength: **3.90**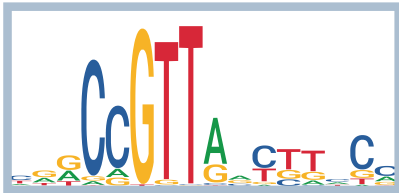

B

**UT MOF ZNF143\_ZNF76 motif**

ZNF143 Consensus+SNV

Motif Strength: **12.87**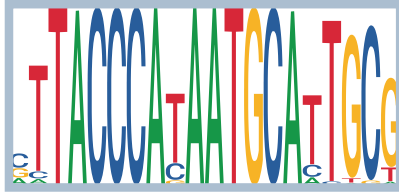**45mT MOF ZNF143\_ZNF76 motif**

ZNF143 Consensus+SNV

Motif Strength: **16.44**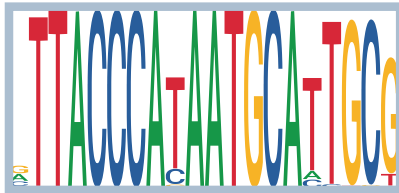

C

**UT TIP60 ETS motif**

ELK1 Consensus+SNV

Motif Strength: **5.11**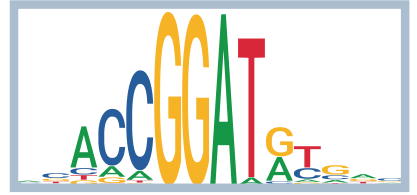**45mT TIP60 ETS motif**

ELK1 Consensus+SNV

Motif Strength: **4.23**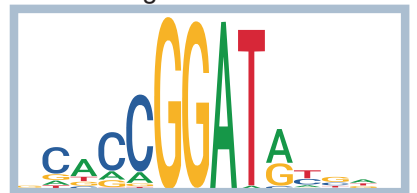

D

**UT P300 NFAT motif**

NFATC3 Consensus+SNV

Motif Strength: **5.49**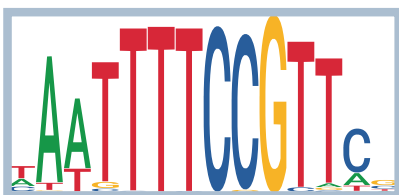**45mT P300 NFAT motif**

NFATC3 Consensus+SNV

Motif Strength: **13.71**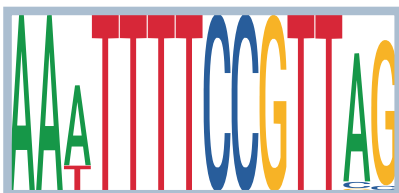

E

**UT TIP60 ETS motif**

BATF Consensus+SNV

Motif Strength: **1.30**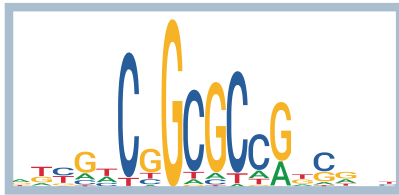**45mT TIP60 ETS motif**

BATF Consensus+SNV

Motif Strength: **2.44**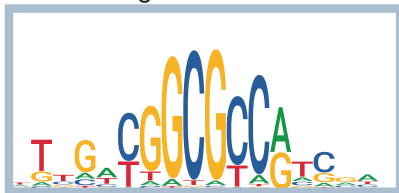

F

**UT KAT2B NR\_half motif**

RORC Consensus+SNV

Motif Strength: **1.20**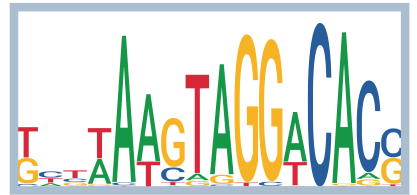**45mT KAT2B NR\_half motif**

NRF21 Consensus+SNV

Motif Strength: **4.57**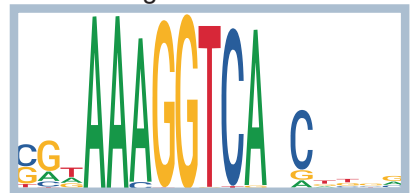

**Supplemental Figure 5: Motifs are conserved across motif strengths. (A-F)** Representative COF recruitment motif pairs with different motif strengths in untreated (UT) or stimulated (45mT) Jurkat cells are shown. Motifs are annotated with the following information: line 1 – cell condition, COF profiled, and motif cluster match; line 2 – consensus+SV probe set used to define motif; line 3 – motif strength. In (F), motifs are determined using two different consensus+SV probe sets.

**A**

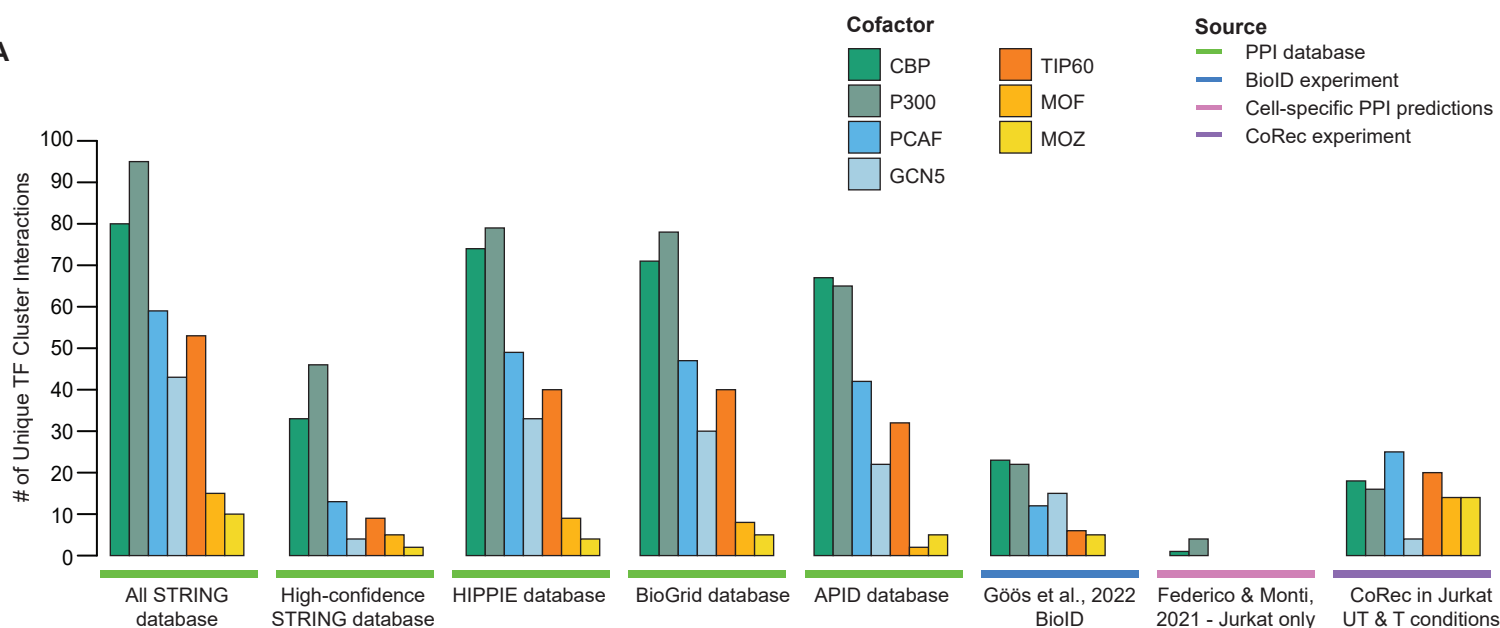

**Supplemental Figure 6: Profiling KATs using CoRec produced the expected number of TF-COF interactions. (A)** Number of TF clusters identified for KATs profiled in public PPI databases, individual studies, and CoRec experiments.

**A**

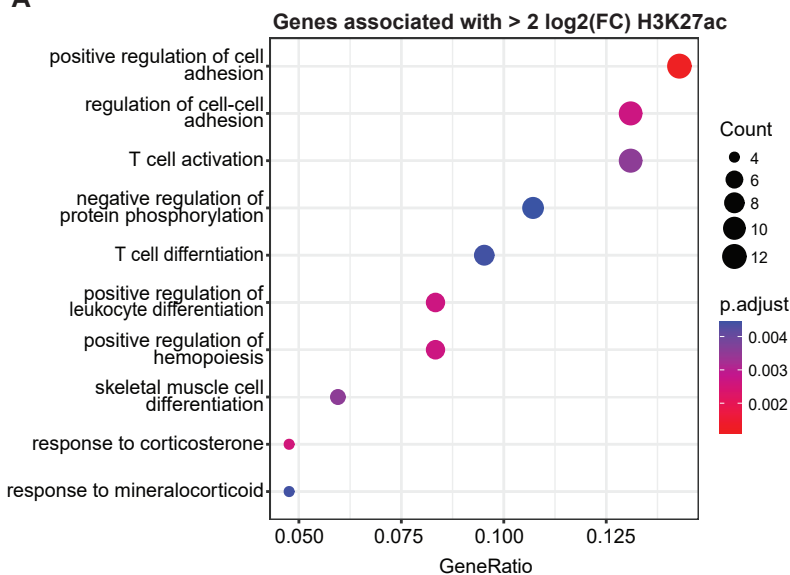

**B**

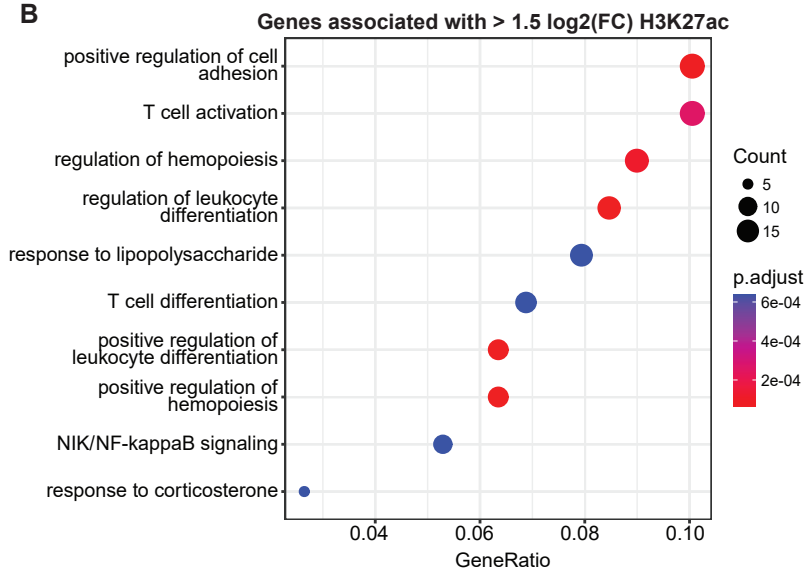

**C**

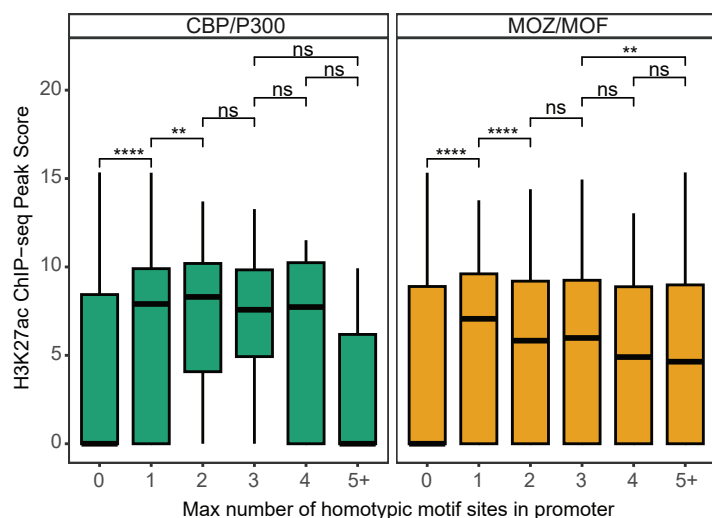

**D**

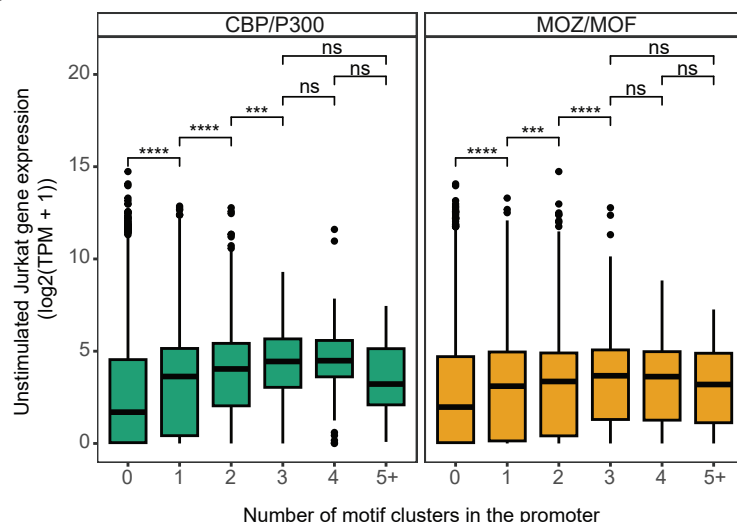

**Supplemental Figure 7: Integration of CoRec with other datasets can provide additional insights. (A-B)** Top 10 GO enrichment categories for genes associated with stimulus-induced increase in H3K27ac levels. **(C)** Impact of the max number of COF-specific motifs (i.e., homotypic motifs) on promoter H3K27ac levels (peak scores). Motifs evaluated in gene promoters (-500 nt to +100 nt from TSS). Data shown for motifs recruiting CBP/P300 (green) and motifs recruiting MOZ/MOF and not CBP/P300 (orange). **(D)** Impact of the number of COF-recruiting motifs from unique TF clusters (i.e., heterotypic motifs) on gene expression levels. Motif identity and promoter elements defined as in (C).

**Supplemental Table**

| <b>Antibody</b>                                                                               | <b>Company</b> | <b>Catalog #</b> |
|-----------------------------------------------------------------------------------------------|----------------|------------------|
| <b>Primary Antibodies</b>                                                                     |                |                  |
| CBP                                                                                           | Abcam          | ab10489          |
| P300                                                                                          | Abcam          | ab14984          |
| KAT2B                                                                                         | Santa Cruz     | sc-13124         |
| GCN5                                                                                          | Santa Cruz     | sc-365321X       |
| TIP60                                                                                         | Santa Cruz     | sc-166323        |
| MOF                                                                                           | Fortis/Bethyl  | A300-992A        |
| MOZ                                                                                           | Invitrogen     | PA5-66742        |
| TBL1XR1                                                                                       | Santa Cruz     | sc-100908        |
| BRD4                                                                                          | Fortis/Bethyl  | A301-985A        |
| <b>Secondary Antibodies</b>                                                                   |                |                  |
| Goat anti-mouse IgG (H+L)<br>Highly Cross-Adsorbed<br>Secondary Antibody, Alexa<br>Fluor 488  | Invitrogen     | A11029           |
| Goat anti-rabbit IgG (H+L)<br>Highly Cross-Adsorbed<br>Secondary Antibody, Alexa<br>Fluor 647 | Invitrogen     | A32733           |

**Table S1: Antibodies used for CoRec experiments.**

### **Supplemental Files Legends (Files too large to fit into PDF)**

Files S1-S2: CoRec-generated z-score motifs.

Files S3-S4: CoRec-generated PPMs.

File S5: TF motifs and assigned clusters.

Files S6-S7: CoRec-generated motifs.

File S8: Differential mRNA expression data for unstimulated Jurkat and SUDHL4 cells.

File S9: Differential protein level data for unstimulated Jurkat and SUDHL4 cells. Files

How the deposited data were processed for this re-analysis (not part of the article)

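H3K27ac was measured by ChIP-seq in 2 libraries of resting Jurkat cells and 2 libraries of Jurkat cells stimulated through the TCR for 45 min. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 to GRCh38 and called peaks with Genrich, in each library on its own for the lists used here. The paper also describes a collective call over replicates, which was not used here. The lists give several measures of each peak. The score that the authors deposited is the mean signal per bp of a peak and is capped at 1000. The total signal that the authors deposited is the area under Genrich's curve over the peak, and its smallest value was 100. The −log10 p that the authors deposited is that of the peak as Genrich gives it, and the paper takes its promoter acetylation level from such values. None of these values is normalized between libraries, so regions were ranked between libraries by percentiles within each library. The promoter acetylation level, the highest −log10 p over the 4 libraries, and the stricter limits on total signal and −log10 p use the values as deposited.

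Peaks on the main chromosomes that overlapped by at least 1 bp in any of the 4 libraries were merged into 33591 regions, and regions called in at least 2 libraries were kept as consensus regions. The peaks of a library count for a region if they overlap it. Regions called in both libraries of one condition and in neither of the other were counted beside the same counts for the other splits of the 4 libraries. For each region, the score percentile of the best peak was taken within each library, with 0 where there was no peak. With 2 libraries in each condition, no permutation of the libraries between conditions could reach a p-value of 0.05. The depth in reads is unknown from peak lists, and no other test across libraries was run. No p-value is therefore given for a single region or for a count of regions. No count model was used.

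Promoters ran from 500 bp upstream to 100 bp downstream of the TSS of 20033 protein coding genes, with 1 TSS per gene, in GENCODE release 44 (Ensembl 110), a later release than the one the paper used on the same genome build. Motifs were stood for by IUPAC consensus sequences matched on either strand. They were GGGRNWYYCC for NFKB_REL, ACCGGAAGT for ETS, GAAANNGAAA for IRF_STAT, TTTTCCR for NFAT, RGGNCANRGGNCA for NR_DR1, TGASTCA for AP-1, TTTSSCGC for E2F_v2, RCCGTTA for MYBL_OVOL and CTTTGATS for TCF7_LEF. CCWWWWWWGG for SRF, TGACGTCA for CRE and GCGKGGGCG for EGR were added. A consensus match is a stricter and simpler measure than the scored motif matches of the paper. A promoter that overlapped both a stimulated-only region and other regions counted as stimulated-only. Presence of a match was compared between sets of promoters, or between 401 bp windows around the best summit of a region, by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 12 motifs. Intervals of odds ratios cover sampling of promoters only. Promoters of different gene entries can overlap, so that a site can count more than once, and the tests treat them as independent. The trend with the number of κB matches was tested by permutation with 100000 resamples. Spearman's rho between motif number and promoter acetylation, and differences in mean rank between neighbouring numbers, were tested by permutation in the same way. Logistic models, or partial rank correlations, with GC content and CpG observed/expected as covariates (and log width for whole regions) served as alternatives, as did 20 position-shuffled forms of each consensus as a control for base composition. Shuffling keeps the bases of a consensus but can break a CpG in it.

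The sample groups, the tests, the motif sequences and the alternatives were set before the data were examined, apart from those named below as chosen later. The alternatives were stricter peaks (a total signal of at least 200, or a −log10 p of at least 3), a library counted only if its peaks cover at least 50% of a region, summit windows of 401 bp, other numbers of libraries required, other peak measures, the 150 consensus regions with the largest rise in percentile as the induced set, same-numbered libraries compared as a block, other κB and ETS consensus sequences, covariates for composition, promoters of 1000 bp either side of the TSS, other measures of promoter acetylation, and each library left out in turn. The uncapped form of the score, the direct comparison of stimulated-only with resting-only promoters, the κB number in stimulated-only against resting-only regions, the test of low-scoring regions, the tests of gaps between regions, a second measure for strong regions and the promoter sets without a peak of the other condition were added after seeing the data. The tests of explanations were set out after a first look at the motif enrichments. The genes named are the 14 that the paper names in its text on these data or labels in Figure 7A, each from 3000 bp upstream to its 3′ end, and the 10 stimulated-only and 5 resting-only regions with the highest lower score percentile. Ties at the cap of the score among those regions were broken by the uncapped form.

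The steps were tested on simulated data. All 8000 simulated call patterns were recovered, and bedtools merged the peaks into the same 33591 regions. Inserted κB matches were called in 93% of 100 simulated promoter sets, and unchanged sets gave a p-value under 0.05 in 2.58% of 1200 tests. A simulated odds ratio of 1.3 per match was recovered with a median of 1.3. Shuffled acetylation levels gave a p-value under 0.05 in 5.4% of 1000 runs for the number of motif families. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1. The accessibility data, the expression data, the list of NF-κB target genes, the Gene Ontology terms and the motifs of MOZ and MOF that the paper uses beside these libraries were not analysed here.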

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

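In this part, the direct comparisons of stimulated-only with resting-only promoters and the sets without a peak of the other condition were chosen after the odds ratios of resting-only promoters were seen, as was the uncapped score after the data. The enrichments themselves had also been seen before the tests of their explanations were set out.

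Consensus sequences of SRF, CRE and EGR, which the paper does not test at these promoters, were more frequent in the 159 stimulated-only promoters than in the 9389 promoters acetylated in all 4 libraries. SRF matches were in 8.18% against 2.47% (odds ratio 3.51), CRE matches in 10.7% against 3.98% (odds ratio 2.89) and EGR matches in 20.1% against 12.0% (odds ratio 1.84). The adjusted p-values from Fisher's exact test over 12 motifs were 0.00107, 0.00107 and 0.0107. These are signals in sequences outside those the paper discusses, in 13, 17 and 32 promoters. Promoters are counted per gene entry, and PINX1 is counted more than once among the 17 with a CRE match.

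The tables argue against base composition of the promoters for each of the 3 signals. With GC content and CpG observed/expected as covariates the odds ratios were 3.70 for SRF, 3.31 for CRE and 2.01 for EGR, with adjusted p-values of 7.02e-05, 7.02e-05 and 0.00278. Composition of the promoters alone is therefore excluded as the whole cause. Of 20 shuffled forms of each consensus, 0 reached the odds ratio of SRF and 0 that of EGR, which argues against the bases of these motifs as the cause. Shuffling can break the CpG in the EGR and CRE consensus sequences, so it does not control for CpG content. For CRE, 1 shuffled form was as high and 11 had no match in the 159 promoters, so the bases of the CRE motif stay open. What also stays open is a call in a single condition as such. In resting-only promoters, the odds ratios against promoters acetylated in all 4 libraries were 1.70 for SRF, 1.17 for CRE and 1.18 for EGR, none past the threshold. Compared directly with the 195 resting-only promoters, the stimulated-only promoters had odds ratios of 2.08 for SRF (adjusted p = 0.118), 2.47 for CRE (adjusted p = 0.0787) and 1.57 for EGR (adjusted p = 0.118, Fisher's exact test over 4 motifs). Of the 159 stimulated-only promoters, 75 also overlapped a peak of a resting library, and of the 195 resting-only promoters, 82 also overlapped a peak of a TCR-stimulated library. With these left out, the direct odds ratios were 1.964 for SRF, 2.477 for CRE and 1.42 for EGR, none past the threshold. For these 3 motifs an effect of stimulation and a property of promoters with a region called in 1 condition cannot be told apart, because the promoters with a match are few. Against promoters acetylated in all 4 libraries, the 84 stimulated-only promoters without a peak of a resting library had an odds ratio of 3.59 for SRF, past the threshold, and of 2.19 for CRE and 1.59 for EGR, which were not. SRF and EGR also lost the threshold with stricter peaks. With a total signal of at least 200 the SRF odds ratio was 2.275 (adjusted p = 0.0914) and that of EGR 1.59 (adjusted p = 0.0857, Fisher's exact tests), and with a −log10 p of at least 3 they were 2.10 and 1.35. CRE stayed past it under both, at 2.95 and 3.33, but not with the 150 largest rises by the uncapped score (3.18), where EGR also lost it (1.89, and 2.16 with the capped score). SRF was highest with the 150 largest rises, at 8.11 with the capped score and 8.395 with the uncapped one, each past the threshold. A difference in read depth between the conditions could not be examined, since the lists hold no read counts. As a hypothesis that these tests leave open, factors that bind SRF, CRE or EGR sites may act at promoters that gain H3K27ac within 45 min.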

How the results depend on the processing

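The alternatives with the uncapped score and with stimulated-only promoters without a peak of a resting library were chosen after the data were seen, and the others were planned. For the 16 main results, 182 values were computed under alternatives, of which 131 were counted as unchanged. With a test, unchanged means the same direction and side of the threshold, and for counts it means within 1.5 times. Motif values and trends with 1 library left out have no test, so their side of the threshold is unknown. The unchanged values include the IRF_STAT odds ratio in stimulated-only promoters without resting replicate 2, at 0.995 against 1.35 in the main setting. The number of consensus regions ranged from 20140 to 33591 and stayed within 1.5 times of 26596 under all of them. Both rho values with promoter acetylation and the ETS enrichment in constitutively acetylated promoters stayed past the threshold under every alternative with a test. Unless stated otherwise, the cause of a change was not tested.

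Stimulated-only regions numbered 785 with a −log10 p of at least 3 and 2558 with windows of 200 bp on either side of the summits. Across the 4 sets that each left out 1 library, there were 1740 to 3378 stimulated-only and 4180 to 7008 resting-only regions. The highest counts come from leaving out a library of the same condition (3378 and 2315 stimulated-only, 7008 and 6459 resting-only), where the call in the remaining library is enough by construction. Regions ranked higher after stimulation numbered 1884 with a −log10 p of at least 3, 6100 by −log10 p, 7131 by total signal and 5326 by the uncapped score, against 3116 with the capped score, which places tied regions on the lower side. The lower side held 11630 regions with the uncapped score.

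The κB odds ratio in stimulated-only promoters kept its side under every alternative with a test and ranged from 1.504 to 2.12 across the 4 sets that left out 1 library, lowest without TCR-stimulated replicate 1. For ETS in those promoters, the threshold was lost with a −log10 p of at least 3 (0.4665), a total signal of at least 200 (0.687), coverage of at least 50% of a region (0.392), the 150 largest rises (0 with each of the 3 rankings) and without promoters that have a peak of a resting library (0, adjusted p = 0.324, Fisher's exact test). Leaving out 1 library gave 0.183 to 1.08, with the reversal (1.077) without TCR-stimulated replicate 1. The model with covariates could not be fitted for ETS, which had no match. IRF_STAT passed the threshold with promoters of 1000 bp either side of the TSS (1.43, adjusted p = 0.0461, Fisher's exact test). In constitutively acetylated promoters, the κB odds ratio was 0.953 with composition covariates, 0.887 with GGGRATTTCC, 1.19 with GGGRNNYYCC and 1.18 with the wider promoters, the last 2 past the threshold, and IRF_STAT was 1.01 with composition covariates.

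In stimulated-only regions, the κB odds ratio of 0.926 became 1.38 with the 150 largest rises, 1.46 with their uncapped form, 1.32 with composition covariates (past the threshold in a logistic model) and 2.60 with GGGRATTTCC (adjusted p = 0.0391, Fisher's exact test). It was 0.738 with a −log10 p of at least 3, 0.802 with coverage of at least 50% and 0.747 with GGGRNNYYCC, each past the threshold, and 0.744 to 0.936 with 1 library left out. ETS passed the threshold with a −log10 p of at least 3 (0), SCGGAAGY (0.2675) and coverage of at least 50% (0.378). IRF_STAT lost it with the 150 largest rises (1.50, uncapped 1.66), reversed with composition covariates (0.935) and was 1.085 to 1.36 with 1 library left out, lowest without TCR-stimulated replicate 2. The odds ratio per κB match of 0.824 reversed with the 150 largest rises (1.364, and 1.364 with their uncapped form), with width and composition covariates (1.28) and with coverage of at least 50% of a region (1.02, p = 0.572, permutation test). It lost the threshold with GGGRATTTCC (0.864) and was 0.534 to 0.7605 with 1 library left out.

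Of the values of the AP-1, SRF, CRE and EGR motifs that the text names, 46 stayed, 16 lost the threshold and 1 moved. With 1 library left out, their odds ratios in stimulated-only promoters fell to as low as 1.67, 2.33, 1.93 and 1.47. SRF was lowest without resting replicate 1, and the other motifs without TCR-stimulated replicate 1. Of the values for regions ranked lower and for the share ranked higher, 18 stayed and 4 moved. A further 22 motif results gave 225 values, of which 179 stayed, 18 lost the threshold, 8 passed it, 19 reversed and 1 moved.

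The correlation between same-numbered deviations from the condition means was 0.00141 for the score percentile and -0.000494 for the −log10 p percentile. No effect shared by same-numbered libraries was thus seen in these measures. Whether the libraries were prepared as pairs stays open, since the methods mention paired untreated cells. With the replicate block, in which same-numbered libraries are compared, 3529 regions ranked higher and 18675 lower, with 25% expected on each side by chance. In the block form of the 150 largest rises, the odds ratios were 2.83 for κB and 0 for ETS in promoters, 1.30 for κB and 1.50 for IRF_STAT in regions, and 1.35 per κB match (p = 0.00054, permutation test). The depth of reads is unknown, which leaves open how many regions called in a single condition fell below the peak threshold in the other.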

Differences from the paper's values

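In this part, the uncapped form of the score and the promoters without a peak of a resting library were chosen after the data were seen, and the other alternatives were planned. The paper reports 150 peaks that gained and 27 that lost H3K27ac, by DiffBind's thresholds on fold change and FDR of read counts. The measure here is a different one, whether a region was called in both libraries of a condition and in neither of the other, and gave 1347 stimulated-only and 3638 resting-only regions. None of the alternatives set before the data were examined brought either count within 1.5 times of the paper's. Stimulated-only regions ranged from 785, with a −log10 p of at least 3, to 3378 against the paper's 150, and resting-only regions from 2448 to 7008 against the paper's 27. The paper's total of 25481 peaks was within 1.5 times of the 26596 consensus regions under every alternative.

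The paper has more gains than losses after stimulation. By calls, resting-only regions were the more numerous under every alternative. The counts were closest without TCR-stimulated replicate 1, at 4180 against 3378, where a call in a single TCR-stimulated library was enough.

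The paper gives NF-κB motifs as the enriched ones among the motifs it tested at induced promoters. The AP-1 consensus was also past the threshold here (odds ratio 2.53). Among alternatives with a test, it lost the threshold with peaks of a −log10 p of at least 3 (1.90, adjusted p = 0.116, Fisher's exact test). It also lost it in a set chosen after seeing the values, stimulated-only promoters without a peak of a resting library (2.11, adjusted p = 0.187, Fisher's exact test). The AP-1 odds ratio was 1.67 without TCR-stimulated replicate 1, a setting without a test.

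The paper gives IRF_STAT motifs as enriched in constitutively acetylated promoters. It does not name the background of this enrichment, and its methods take accessible promoters without an H3K27ac peak as unacetylated. Against all promoters without a peak, the IRF_STAT odds ratio was 0.736. It was on the paper's side only with composition covariates (1.01), where it was not past the threshold.

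The paper shows higher H3K27ac levels with 1 κB site and again with 2. The share of stimulated-only regions fell with the number of matches here (odds ratio per match 0.824), as did that of resting-only regions, from 16.4% to 1.30%. With width and composition covariates, the odds ratio per match for stimulated-only regions was 1.28. With coverage of at least 50% of a region it was 1.02, not past the threshold. For the 150 largest rises, a different set of regions, it was 1.364, and 1.354 with the replicate block. All of these were set before the data were examined. The uncapped form of the 150 largest rises, chosen after seeing the values, also gave 1.364.

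The paper describes several regions of increased acetylation at RELB that overlap κB sites. With the consensus used here, 1 region, at the promoter, overlapped matches (2 of them), and 0 of the 10 matches lay in a stimulated-only region.

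The paper shows promoter acetylation rising with up to 3 motifs, and with 5 or more motif clusters. Here the step from 2 to 3 or more was not past the threshold for matches (adjusted p = 0.273) or for families (adjusted p = 0.588, 18 promoters, permutation tests). Only 6 of the clusters that the paper reports to recruit CBP or P300 were counted here, so the counts are not on the same scale.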

Other observations

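In this part, the comparison of gaps between regions, with its other motifs and gap limits, the tests of low-scoring regions and of the base composition of regions, the second measure of peak strength, the sets without a peak of the other condition, and the direct comparisons with resting-only promoters and with resting-only regions were chosen after the results they bear on were seen. The motif enrichments had been seen before the other tests of their explanations were set out.

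κB sites between H3K27ac regions. At RELB, a pair of κB matches lay in the gap between 2 stimulated-only regions and none lay inside them. This raised the hypothesis that κB sites lie in such gaps in general, which was tested on gaps of at most 500 bp between neighbouring regions, with RELB left out. Of 173 gaps between 2 stimulated-only regions, 37 (21.4%) held a κB match, against 82 of 2880 gaps (2.85%) between regions called in all 4 libraries. With log gap length, GC content and CpG observed/expected as covariates, the odds ratio from a logistic model was 7.245 (95% CI 4.46 to 11.8). Gaps between regions called in a single condition do not hold κB matches in general, since only 4 of 360 gaps (1.11%) between resting-only regions did, and the odds ratio of stimulated-only against resting-only gaps was 21.2 (95% CI 7.29 to 61.7). The bases of the motif do not account for it either, since 0 of the 18 shuffled forms with an odds ratio in the gaps were as high, and their highest was 2.93. The other 2 forms had no match in the stimulated-only gaps. The odds ratio was 8.98 with gaps of at most 250 bp and 6.63 with gaps of at most 1000 bp. The AP-1 consensus behaved alike, in 33.5% of stimulated-only gaps against 2.26% (odds ratio 10.4, 95% CI 6.73 to 16.0, and 11.0 against resting-only gaps). NFAT did less so (2.18, 95% CI 1.34 to 3.54, and 4.02 against resting-only gaps). The NFAT odds ratio was past the threshold with gaps of at most 1000 bp (1.92) but not with gaps of at most 250 bp (2.10). TCF7_LEF also passed the threshold (3.34, 95% CI 1.34 to 8.33), but not against resting-only gaps (0.709). The pattern is therefore not specific to κB. For SRF, CRE and EGR, the difference was not past the threshold. In windows centred on the summits of stimulated-only regions, the κB odds ratio was 1.317 with composition covariates. A candidate explanation is that factors bind in a stretch free of acetylated nucleosomes between 2 acetylated ones, so that a count of sites inside peaks misses some of them. Neighbouring gaps of 1 locus are not independent, no binding or accessibility data were analysed here, and peak calling in separate libraries was not examined as a source of the gaps.

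More resting-only than stimulated-only regions. Resting-only regions were 73.0% of the regions called in a single condition. The TCR-stimulated libraries also have fewer peaks. Among regions whose lower score percentile over their 2 libraries was at least 50, 93 were resting-only and 78 stimulated-only, so that 54.4% were resting-only (95% Wilson CI 46.9 to 61.7). By the percentile of −log10 p, 58.3% were resting-only (126 against 90, 95% Wilson CI 51.7 to 64.7), an interval above 50%. By the values as deposited, 70.4% were resting-only where the lower −log10 p was at least 3 (1000 against 420). Where the lower total signal was at least 200, 73.0% were (1993 against 738). With stricter peaks in every library, the share stayed at 73.1% for a total signal of at least 200 and was 75.7% for a −log10 p of at least 3. Fewer calls near the peak threshold in the stimulated libraries and a loss of acetylation therefore cannot be told apart, because the measures of peak strength differ in their answer and the lists hold no read counts.

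κB matches in stimulated-only promoters. The tables argue against base composition of the promoters, since the odds ratio was 2.16 with covariates, and against the bases of the motif, since 0 of 20 shuffled forms was as high. They also argue against a call in either condition alone as the cause. The κB odds ratio was 0.811 in resting-only promoters, and the direct comparison of stimulated-only with resting-only promoters gave 2.84 (adjusted p = 0.00201, Fisher's exact test over 4 motifs). With promoters that have a peak of the other condition left out, it gave 3.709 (84 against 113 promoters, adjusted p = 0.00448, Fisher's exact test). A difference in read depth was not examined. In windows around the summits of stimulated-only regions, there was no such enrichment without covariates (odds ratio 0.926). With GC content and CpG observed/expected as covariates the odds ratio was 1.317 (95% CI 1.08 to 1.61), past the threshold, and 0 of 20 shuffled forms reached the odds ratio without covariates (median 0.426). The missing enrichment is thus in line with the base composition of the regions. Other explanations were not decided. Among the 78 stimulated-only regions with a lower percentile of at least 50, the odds ratio was 1.32 (p = 0.447, Fisher's exact test), and regions that overlap a promoter had an odds ratio 1.227 times that of the others (interaction p = 0.426). With these intervals, low-scoring regions and the place of the region cannot be told apart from chance.

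Number of κB matches. The fall in the share of stimulated-only regions with the number of matches went with region width and base composition, since with both as covariates the odds ratio per match was 1.28 in a logistic model (n = 26596 regions, p = 9.44e-08). Stimulated-only regions were narrower than regions called in all 4 libraries (median 943 against 1800 bp), though not than resting-only regions (937 bp). A wide region holds more matches by length. Among the 4985 regions called in a single condition, the share that was stimulated-only was 25% without a match, 33.2% with 1, 46.6% with 2 and 70.45% with 3 or more (44 regions). The odds ratio per match of stimulated-only against resting-only regions was 1.65 (95% CI 1.48 to 1.84), and 1.58 (95% CI 1.40 to 1.77) with the same covariates.

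Motif families and promoter acetylation. The tables argue against composition as the whole cause of the rise with the number of families. The partial Spearman rho given GC content and CpG observed/expected was 0.0512 (permutation p = 1e-05, the smallest p that 100000 resamples can give). Of 20 shuffled sets, 0 gave a rho as high, with a median of -0.038. Shuffling keeps the bases of a consensus but can break a CpG in it, so these sets cannot decide on CpG content. The families did not act alike. The rho of a match with the acetylation level was 0.108 for ETS, 0.119 for E2F_v2 and 0.0847 for MYBL_OVOL, but -0.0365 for IRF_STAT, -0.0721 for AP-1 and -0.0394 for TCF7_LEF. The consensus sequences of the first 3 contain a fixed CpG, and those of the last 3 do not. Given composition, the last 3 were close to 0, at -0.000585, 0.00665 and -0.00473. The values of ETS, E2F_v2 and MYBL_OVOL fell as well, to 0.0765, 0.0397 and 0.0422. These are correlations across promoters, which are not independent replicates, and no biological explanation was tested.

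Other named genes. At the other genes that the paper labels in Figure 7A, regions were ranked by the percentile of −log10 p in each library, and higher or lower means that both TCR-stimulated percentiles were above or below both resting ones. Regions that ranked higher numbered 2 at KCNN1, 2 at TNFRSF18, 2 at NR4A3, 2 at EGR2, 1 at CD7 and 1 at FOSB, and none of these genes had a region that ranked lower. Of the 2 at KCNN1, the region from 17999224 to 18002993 has its summit in ARRDC2 and overlaps the ARRDC2 promoter. The region that ranked higher at CD7 has its summit in a 3′ UTR exon of SECTM1, although its nearest TSS is that of CD7. At NR4A3, the region from 99821949 to 99824840 was stimulated-only, and the region from 99816550 to 99821755, which also overlaps the promoter, was called in all 4 libraries with a −log10 p of 5.10 and 5.42 in resting cells and 6.44 and 6.385 after stimulation. At CD7, the promoter region did not separate the conditions. Regions that ranked lower numbered 5 at USP7, 2 at TSHR, 4 at ABR and 5 at CLPTM1L, and among these genes only USP7 had a region that ranked higher (1). The region from 1310867 to 1324118 at CLPTM1L had a −log10 p of 7.19 and 7.07 in resting cells and 4.14 and 4.385 after stimulation. Its summit is intergenic, with the TSS of TERT as the nearest.

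Regions with the highest scores. Of the stimulated-only regions, 40 tied at the cap of the score in both libraries, and the first by the uncapped form lies in SNX9, on chromosome 6 from 157774216 to 157774281, and is only 66 bp wide. Other regions among the first 10 lie nearest to EGR2 (2 regions), NR4A1, KCNN1, TNFRSF18, TDRP, LRRC8D, MYADM and ATG101, the last inside NR4A1. Of the resting-only regions, 22 tied at the cap, and the first 5 lie nearest to CYRIA, TMPRSS15, ALDOC, LMX1B and PARP8.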
